# Insights into the adaptive response of *Arabidopsis thaliana* to prolonged thermal stress by ribosomal profiling and RNA-Seq

**DOI:** 10.1186/s12870-016-0915-0

**Published:** 2016-10-10

**Authors:** Radoslaw Lukoszek, Peter Feist, Zoya Ignatova

**Keywords:** Translation, Ribosome profiling, Transcription, RNA-Seq, Secondary structure, G-quadruplexes, Heat stress response

## Abstract

**Background:**

Environmental stress puts organisms at risk and requires specific stress-tailored responses to maximize survival. Long-term exposure to stress necessitates a global reprogramming of the cellular activities at different levels of gene expression.

**Results:**

Here, we use ribosome profiling and RNA sequencing to globally profile the adaptive response of *Arabidopsis thaliana* to prolonged heat stress. To adapt to long heat exposure, the expression of many genes is modulated in a coordinated manner at a transcriptional and translational level. However, a significant group of genes opposes this trend and shows mainly translational regulation. Different secondary structure elements are likely candidates to play a role in regulating translation of those genes.

**Conclusions:**

Our data also uncover on how the subunit stoichiometry of multimeric protein complexes in plastids is maintained upon heat exposure.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0915-0) contains supplementary material, which is available to authorized users.

## Background

Environmental stress or suboptimal growth conditions reduce cell viability and require an immediate but specific response in order to maximize the survival of the whole organism. Particularly, plants are constantly exposed to changing environmental conditions and are under threat of severe adverse conditions. On the subcellular level, heat exposure changes membrane fluidity [1, 2] and protein stability [3, 4] which consequently alter photosynthesis [5] and central metabolic activities [6]. Plants are highly sensitive to temperature stress and respond over different time scales [7–10]. One of the most potent steps to regulate heat stress response has been suggested to occur at the level of transcription [11]. Long heat exposure triggers epigenetic changes, some of which are conserved between yeast and plants indicating that these stress response mechanisms are evolutionarily conserved among organisms [8]. Ultimately, proteins mediate stress response and their levels have to be rapidly adjusted to ensure cell adaptability and survival particularly under prolonged stress.

Gene expression is subject to extensive regulation, including transcription, mRNA degradation, translation and protein degradation, each of which operates on a different temporal regime [12–14]. Translation is a downstream process of transcription and provides the opportunity to rapidly adjust protein concentration in response to external stimuli [15]. Although transcriptional reprogramming upon heat exposure has been addressed in plants, little is known for the role of translation. Does translation complement transcription in shaping the heat stress response?

Advances in massively parallel sequencing platforms and approaches to capture ribosomal position with nucleotide resolution, i.e. ribosome profiling [16], precisely capture gene expression at the level of translation. Combined with RNA-Seq to measure changes in mRNA population [17], the transcriptional and translational responses can be deconvoluted. Ribosome profiling has been successfully applied in mammalian systems, for example to study the effect of heat [18], oxidative [19] and proteotoxic stress [20] on translation in mammalian systems. The depth of those approaches revealed unprecedented aspects in the stress response programs which were not detected with a single sequencing method. The applicability of ribosome profiling technology in plants has been recently demonstrated by two studies assessing the global expression reprogramming in *A. thaliana* during dark to light transition [21] and the response to hypoxia [22]. We used the combined approach of ribosome profiling (Ribo-Seq) and RNA-Seq to assess the response of *A. thaliana* to prolonged heat stress. Our study reveals a complex picture of adaptive response in plants and provides a rich resource for future hypothesis testing.

## Results

### A subset of genes shapes the plant adaptation to thermal stress

To monitor the adaptive reaction we exposed wild-type *A. thaliana* plants (Columbia-0) to a prolonged heat of 3 h at 37 °C. To provide a high-resolution view of the cellular programs that counteracts thermal stress at both translational and transcriptional level, we isolated ribosome-protected fragments (RPF) and total RNA from leaves, and subjected both to deep sequencing. The sequencing of the RPFs (Ribo-Seq) is informative on the translational activities of the cell [16, 23] while the total RNA sequencing (RNA-Seq) [17] reports on transcriptional activities. These were compared to untreated plants growing at permissive ambient temperature (Fig. 1a). 

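The files analysed here hold 6 samples. RNA-Seq is represented by 2 control samples and 1 heat stress sample, and Ribo-Seq by 2 control samples and 1 heat stress sample. Each set comprised leaves pooled from 15 plants aged 3 weeks. Heat stress lasted 3 h at 37 °C. The methods give 22 °C for the control plants, whereas the sample labels give 23 °C. Ribo-Seq sequences the stretch of mRNA that a ribosome shields from nuclease, so RPF reads report how much of a transcript is being translated. RNA-Seq of randomly fragmented total RNA reports how much of the transcript is present. A further heat stress sample of either kind is not in the files analysed here. The spread between samples was therefore taken from the control pair, and a heat stress value by itself has no replicate check.

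The authors mapped the reads to the TAIR10 genome with Bowtie, kept only uniquely mapped reads, and deposited rpkm values (read numbers scaled by CDS or UTR length and by the mapped total) for the 5′UTR, the CDS and the 3′UTR of each gene in each sample. The CDS values cover 14537 genes, of which 14436 are nuclear, 73 plastid and 28 mitochondrial. Within a sample the rpkm of a nuclear gene moves in steps of 1 read over its CDS length, and for 98.8 % of the 7307 nuclear genes with a single annotated transcript the values fell on whole reads. The depth recovered from these steps was 3400097 and 3373842 nuclear CDS reads in control mRNA replicates 1 and 2, and 3273287 in heat mRNA. Ribo-Seq was deeper, with 9058144 and 11487364 nuclear CDS reads in control RPF replicates 1 and 2 and 12724378 in heat RPF. The median nuclear gene held 78.1, 90 and 55.1 mRNA reads in these samples, and 188, 215 and 142 RPF reads.

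Fold changes were computed on log2(rpkm + 1), a scale that understates the change of genes with low rpkm. Heat was compared with control by limma, separately for mRNA and RPF, at an adjusted p of 0.1, which is the false discovery rate of the paper. The authors used DESeq on read counts, which are not in the files analysed here.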

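Across the 14537 genes, log2(rpkm + 1) in the control replicates gave a Pearson r of 0.928 for mRNA and 0.922 for RPF. Both are correlations across genes, which are not independent replicates, so no p is attached to them. The control replicates lay within a factor of 2 of each other for 89.5 % of the genes in mRNA and for 86.3 % in RPF. The SD of their log2 ratio was 0.657 in mRNA and 0.738 in RPF. In the median gene, control replicate 1 was lower than control replicate 2 by a log2 ratio of -0.148 in mRNA and higher by 0.0942 in RPF. Replacing Pearson's r by Spearman's rho moved the values most, to 0.903 for mRNA and 0.894 for RPF. From the correlation between control replicates the paper concludes that the preparation was reproducible. No such pair exists for heat stress in the files analysed here.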

RPFs were generated by nuclease digestion of polysomes into monosomes with high reproducibility between biological replicates (Additional file 1a, b). The unambiguously mapped mRNA and RPF reads were normalized by the total number of mapped reads (rpm) or reads per kilobase per million of the total mapped reads (rpkm). We spiked each RNA-Seq experiment with external RNA-standards (Ambion) whose sequence did not align anywhere in the plant genome; the spike-ins were used to determine the detection limit (i.e. the minimal rpkm) in each experiment. In both biological replicates the detection limit in RNA-Seq and Ribo-Seq was 2 rpkm. 

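Of the 14537 genes with CDS values, 115 and 74 lay below 2 rpkm in control mRNA replicates 1 and 2, and 120 and 192 in control RPF replicates 1 and 2. In the heat samples 1135 genes were below this limit in mRNA and 2075 in RPF. All 14537 genes reached 2 rpkm in the control mean or in heat, both in mRNA and in RPF, and 11933 reached it in each of the 6 samples. The lowest CDS value in any file was 0.038 rpkm, and none was 0. Fewer than 10 reads stood behind 189, 155 and 1375 nuclear genes in control mRNA 1, control mRNA 2 and heat mRNA, and behind 79, 75 and 471 in the corresponding RPF samples. The spike-in reads from which the authors set the limit are not in the files analysed here. With the limit required in all 6 samples, the number of genes lower in heat in both mRNA and RPF moved from 2485 to 1183. This was the largest change this filter made in number of genes. In proportion, genes lower in RPF only moved more, from 1510 to 629.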

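In control plants, RPF and mRNA were compared across the 14537 genes as log2(rpkm + 1) of the means over the 2 replicates. Pearson's r was 0.924. Within a single replicate it was 0.935 for replicate 1 and 0.883 for replicate 2, so the correlation differed between the replicates. RPF of replicate 1 against mRNA of replicate 2 gave 0.856, and RPF of replicate 2 against mRNA of replicate 1 gave 0.878. Leaving out control replicate 1 had the largest effect of the settings tried, with r = 0.883. The genes are not independent replicates, and no p is given. The paper takes this correlation as evidence that transcription and translation are coordinated at control temperature.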

In general, the RPF density correlated well with the mRNA reads density (Additional file 1c) suggesting a coordination of transcriptional and translational programs at control temperature growth. 

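In heat stress, RPF and mRNA gave a Pearson r of 0.901 across the 14537 genes, from 1 sample of each kind (no replicates). The value in control plants was 0.924. The difference between them is smaller than that between the control replicates, which gave 0.935 and 0.883 when taken singly, so a reduction in heat is not distinguishable from replicate variation here. The setting that moved the heat value most was Spearman's rho, at 0.876. With genes restricted to those reaching 2 rpkm in all 6 samples, r was 0.883. The paper reasons from the heat correlation that translation continued in the heat-exposed plants.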

Following heat stress, RPF and mRNA reads were still well-correlated overall, albeit slightly reduced compared to the control growth conditions, and suggested that a significant translation activity was presented by the heat-exposed plants (Additional file 1d). The polysome fraction, which comprises actively translating ribosomes, is similar to that of the control plants and only marginally reduced in the fractions of heavy (>5) polysomes (Additional file 1e, f). Only a small increase of the monosome peak was detected (Additional file 1e); an increase of the monosome peak is usually observed under acute stress [24]. Note that we could not resolve the single ribosomal subunits (40S and 60S); 60S appeared as a shoulder of the 80S or monosome, and thus we could not estimate the ribosomal drop-off (Additional file 1e). Also, the total RNA used in the polysomal profiles varied as it was normalized by the mass of the used plant material and thus reflects the different RNA content of the plants grown at various ambient temperature.

**Fig. 1:**
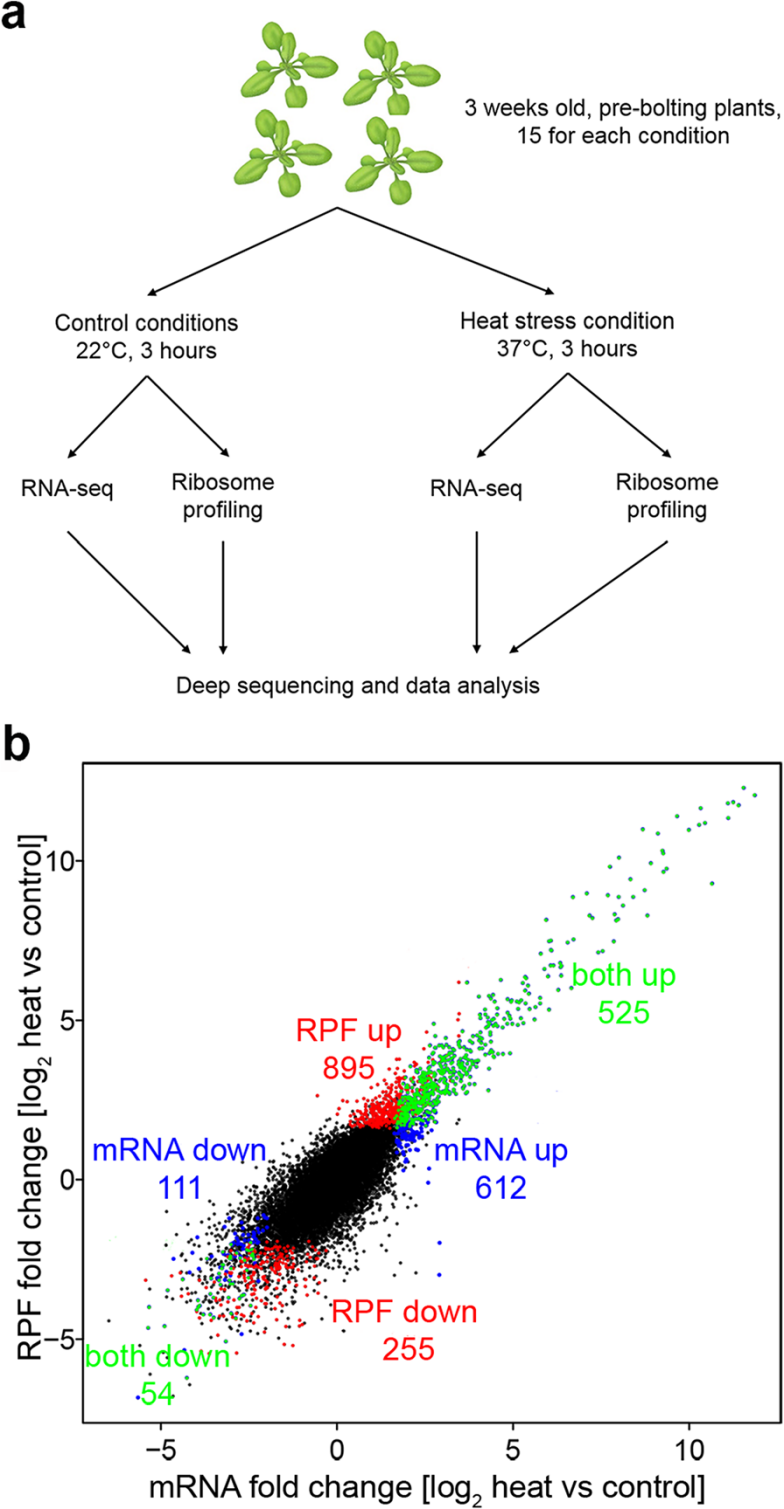
The expression of a sizeable fraction of genes changes at either transcriptional or translational level. **a** Scheme of the experimental set-up. Each set (control and heat stress-treated plants) comprises 15 plants. **b** Differential expression analysis using DESeq with FDR of 0.1. Genes with changes in mRNA expression only are designated in *blue*, those with RPF changes only (mRNA reads unchanged) in *red* and genes with simultaneous changes in both, mRNA and RPF, are highlighted in *green*. The number of genes up- (*up*) or down-regulated (*down*) in each group upon exposure to heat are included. GO analysis (DAVID) of these gene groups is summarized in Additional file 4

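The log2 fold changes of mRNA and RPF, each as heat against the mean of the control replicates, had a Pearson r of 0.878 and a Spearman rho of 0.8003 across the 14537 genes. Of these genes, 12469 (85.8 %) changed in the same direction in mRNA and RPF. The median log2 fold change was -0.575 in mRNA and -0.766 in RPF, so a shared downward shift of most genes contributes to the share with the same direction. The mRNA and RPF libraries of one set were taken to come from the same plants. The deviations of the control replicates from their mean were themselves correlated between mRNA and RPF, with r = 0.533. Using Spearman's rho lowered the correlation most, and leaving out control replicate 2 gave r = 0.816. From the positive correlation the paper proposes that transcription and translation shape the adaptive response together.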

Overall, for the majority of genes that are translationally active under heat (i.e., for which RPFs were detected), we found a positive linear log-log correlation with changes in their mRNA reads (Additional file 1d) suggesting that the adaptive response is shaped in a coordinated manner between transcription and translation.

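Heat and control values were compared across the 14537 genes with log2(rpkm + 1), using the mean of the control replicates. Pearson's r was 0.812 for mRNA and 0.827 for RPF, against 0.928 and 0.922 between the control replicates. Heat lay within a factor of 2 of control for 62.3 % of the genes in mRNA and for 54.1 % in RPF, whereas the control replicates did so for 89.5 % and 86.3 %. Spearman's rho gave the lowest values, 0.787 for mRNA and 0.805 for RPF.

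Disproportion between mRNA and RPF was tested directly with a limma fit over all 6 samples, in which the interaction of assay and heat measures the change in RPF relative to mRNA (translational efficiency). No gene passed an adjusted p of 0.1 in either direction. On simulated data with the spread of these samples, the same test recovered 8.5 % of genes changed by a log2 value of 2. Of those changed by 4 it recovered 94 %, so in the simulation it missed most moderate changes. Simulated mRNA and RPF varied independently of each other, unlike the control samples here. These shares therefore do not give the power of the test on these samples, nor that of a fit that pairs the libraries. For each assay the labels name a control sample and its biological replicate, and pairing mRNA with RPF by this order is an inference. The control deviations of mRNA and RPF paired in this way were correlated (r = 0.533). With the replicate number as a block, 1 gene passed upwards and 15 downwards, in place of 0 and 0. From the unequal mRNA and RPF ratios the paper selects genes that may be controlled either transcriptionally or translationally.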

However, a sizeable fraction of genes differed in their expression (i.e. exhibited disproportionate ratios of the mRNA to RPF reads) (Additional file 2a, b). Those gene groups may provide candidates whose expression is controlled either transcriptionally or translationally. Hence, we used differential expression analysis (DESeq) to compare the mRNA and RPF counts of each gene expressed in control plants grown under ambient temperature to that in the plants exposed for 3 h to 37 °C (Fig. 1b). The confidence intervals for the fold-change analysis were set based on the reproducibility of the biological replicates for the control plants (Additional file 1a, b). 

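In the limma fits the residual spread of a gene rests on the control pair alone, with 1 residual degree of freedom, and is moderated across genes with a prior of 8.85 degrees of freedom in mRNA and 8.96 in RPF. With genes divided into 4 bins of equal size by expression, the SD of the log2 ratio of control replicate 1 to control replicate 2 was 0.644, 0.634, 0.637 and 0.701 from the lowest to the highest bin in mRNA. In RPF it was 0.665, 0.739, 0.740 and 0.779. For the change from control to heat the SD was 1.15 in mRNA and 1.20 in RPF. The centre of the heat distribution lay below 0, at a median log2 fold change of -0.575 in mRNA and -0.766 in RPF. Centring each sample on its median moved the counts of the downregulated groups more than any other setting, and with it 310 genes were lower in both mRNA and RPF in place of 2485.

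**Figure D1:**
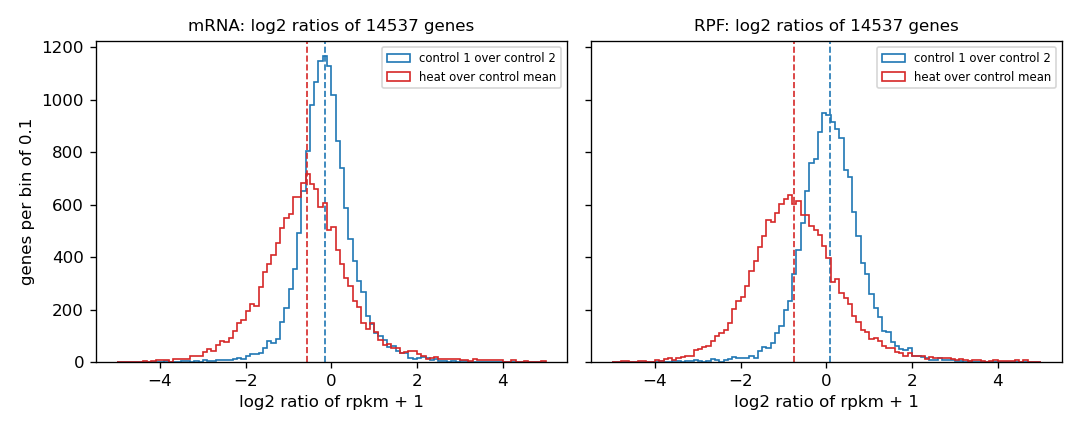
Distribution over 14537 genes of log2 ratios of rpkm + 1, for mRNA (left) and RPF (right). The horizontal axis is the log2 ratio and the vertical axis the number of genes per bin of 0.1. Blue shows control replicate 1 over control replicate 2, with medians (dashed) at -0.148 and 0.0942, and red shows heat over the control mean, with medians at -0.575 and -0.766. Genes beyond 5 log2 units are not drawn.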

DESeq analysis considers as expression level the sum of all RNA or RPF reads over a transcript but is insensitive to the distribution of reads along a transcript. If translation of a gene is enhanced, we expect increased RPF reads along the entire open-reading frame (ORF) length. We reasoned that if a gene is uniformly translated with no detectable heat-induced stalling over certain position(s) within the CDS, the counts of the RPF reads between the two halves of a gene should be equal. Notably, RPFs were nearly symmetrically distributed between the two halves of a coding sequence (CDS) of genes expressed under heat exposure and resembled the uniform distribution between the two halves of the mRNA (Additional file 2c, d), suggesting that higher total RPF reads truly report on enhanced expression of those genes under heat stress.

The DESeq analysis revealed co-directional changes in the mRNA and RPF counts for 579 out of 14,246 genes (525 upregulated and 54 downregulated; green designated, Fig. 1b). 

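In the limma fits, 498 of the 14537 genes were upregulated in both mRNA and RPF and 2485 were downregulated in both, at an adjusted p of 0.1. A further 4 genes changed in opposite directions and 8826 were unchanged. The median log2 fold changes were 2.18 in mRNA and 2.26 in RPF for the upregulated genes, and -1.82 and -1.94 for the downregulated ones. Depth differed between these groups in heat, with a median of 290 mRNA and 1023 RPF reads for the upregulated genes and of 17.9 and 47 reads for the downregulated ones, so the downregulated genes are measured less precisely.

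The largest RPF increases belonged to small heat shock protein genes. ATHSP22.0 (At4g10250), on chromosome 4 from 6370338 to 6371372 of the TAIR10.1 assembly, rose in RPF from 8.33 ± 11.5 rpkm (SD, n = 2) to 19665 rpkm in heat (no replicates), from 1, 114 and 149230 reads. This is a log2 fold change of 12.1 (standard error 1.17, limma adjusted p = 0.000404). HSP23.6-MITO (At4g25200) and HSP21 (At4g27670) increased by log2 values of 11.9 and 11.7 in RPF. Only uniquely mapped reads were counted, so stretches shared between near-identical family members contribute no reads. The largest RPF decreases belonged to At1g30250 (log2 fold change -5.95), At1g52000 (-5.49) and EXPA8 (At2g40610, -5.46). In RPF, EXPA8 fell from 213 and 951 reads in the control replicates to 3.

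The number of genes downregulated in both moved most with the processing. It was 310 when each sample was centred on its median, while the number upregulated in both was 580.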

A sizeable fraction of genes showed only changes in the mRNA (723 genes, blue designated, Fig. 1b) or in RPF (1150 genes, red designated, Fig. 1b). 

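Changes in mRNA only were called for 185 upregulated and 918 downregulated genes, and changes in RPF only for 111 upregulated and 1510 downregulated genes. Genes placed in one of these groups mostly moved the same way in the other measurement without passing the threshold there. Of the 111 genes with RPF only upregulated, 109 also had higher mRNA, with median log2 fold changes of 1.49 in RPF and 0.914 in mRNA. For RPF only downregulated the medians were -1.56 and -0.872, for mRNA only upregulated 1.40 in mRNA and 0.892 in RPF, and for mRNA only downregulated -1.43 and -1.01. Passing the threshold in one measurement and not in the other is not a test of a difference between them. The interaction of assay and heat passed an adjusted p of 0.1 in no gene when the replicate number was not used. With the replicate number as a block it passed in 1 gene upwards and 15 downwards.

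The largest RPF only increase was that of DEG14 (At5g27660, chromosome 5, 9789468 to 9792378), with 30 and 60 RPF reads in the control replicates and 605 in heat. Its log2 fold change was 3.15 in RPF (standard error 0.551, limma adjusted p = 0.0101) and 0.788 in mRNA (standard error 0.437, limma adjusted p = 0.226). HTB2 (At5g22880), a histone gene, decreased in RPF by a log2 fold change of -4.27 (standard error 0.475, limma adjusted p = 0.00105) and in mRNA by -1.12 (standard error 0.526, limma adjusted p = 0.159). The largest decrease in RPF only, -4.45 for CSLA01 (At4g16590), rests on control replicates with 2492 and 121 reads. Among genes with changes in mRNA only, TFIIB (At2g41630) had log2 fold changes of 2.15 in mRNA and 0.877 in RPF, and CLE41 (At3g24770) of -2.87 and -1.13.

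Fitting all 6 samples together gave 191 upregulated and 2196 downregulated genes in RPF only, and 86 and 442 in mRNA only. Median centring gave 265 and 309 in RPF only, the largest change in the downregulated group. The paper treats these genes as candidates for transcriptional or translational control.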

For each of the groups with altered RNA expression or translatability (i.e., altered RPF reads), we performed enrichment analysis using DAVID (Additional file 3). The most prominent groups among those upregulated at transcriptional and/or translational level (i.e. significantly higher mRNA and/or RPF read counts) were genes involved in the heat stress response and protein folding (e.g. chaperones and heat-shock proteins). 

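The enrichment analysis with DAVID cannot be repeated without its gene annotation, so genes were selected by their annotated names. Of 212 nuclear genes annotated as heat shock protein, HSP, chaperone, chaperonin or DnaJ, 56 (26.4 %) were upregulated in both mRNA and RPF, compared with 3.44 % of all 14423 nuclear genes with annotation (odds ratio 11.2, Fisher's exact test, p = 3.6e-34, and 1.1e-33 after Benjamini-Hochberg adjustment over the 3 gene sets tested). Another 5 were upregulated in mRNA only and 2 in RPF only. The set also held 15 genes downregulated in both, 16 in RPF only and 3 in mRNA only. Its median log2 fold change was 0.0142 in mRNA and -0.167 in RPF, so the induction concerns a part of the annotated chaperones. With groups formed after median centring, an alternative added after seeing the data, the odds ratio moved most, to 9.92 with 58 genes. The paper names heat stress response and protein folding as the most prominent groups among the upregulated genes.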

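HSFA2 (At2g26150), the gene of a heat shock transcription factor, lies on chromosome 2 from 11135624 to 11137792. Its mRNA was 2.62 ± 0.49 rpkm (SD, n = 2) in control and 399 rpkm in heat (no replicates), from 8, 10 and 1305 reads. The log2 fold change was 6.80 (standard error 0.46, limma adjusted p = 3.3e-05). HSP70 (At3g12580, chromosome 3, 3991117 to 3993886) had 47.6 ± 37.7 rpkm (SD, n = 2) in control and 8134 in heat, a log2 fold change of 7.64 (standard error 0.624, limma adjusted p = 0.000116). Its control replicates differed widely, with 554 and 160 mRNA reads. HSP101 (At1g74310, chromosome 1, 27936508 to 27940369) had 6.20 ± 0.027 rpkm (SD, n = 2) in control and 1925 in heat, a log2 fold change of 8.06 (standard error 0.417, limma adjusted p = 6.6e-06). All 3 increases exceed the difference between control replicates many times over. RPF of the same genes increased by log2 values of 8.01, 8.24 and 8.81. UBQ10 (At4g05320), which the authors used to normalize the qRT-PCR, changed by -0.949 in mRNA (standard error 0.438, limma adjusted p = 0.153), with 641 ± 235 rpkm (SD, n = 2) in control. For HSP70 the choice of control mattered most, as the log2 fold change was 8.53 against control replicate 2 alone and 6.76 against replicate 1 alone. The paper points out that these mRNAs were still very high after 3 h, when the adaptive response is under way.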

Interestingly, although the plants were exposed to heat for 3 h, which should elicit the adaptive response to heat stress, the mRNA of key heat shock proteins was very high (Additional file 4a, b). 

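Among genes with chromatin and cytoskeleton functions, histones and kinesins were examined by their annotated names. Of 37 histone genes, 19 were downregulated in both mRNA and RPF (51.4 %, against 17.1 % of all 14423 nuclear genes with annotation). The odds ratio was 5.15 (Fisher's exact test, p = 1.9e-06, and 2.9e-06 after Benjamini-Hochberg adjustment over 3 gene sets). None of the 37 was upregulated in any group. The median histone log2 fold change was -1.29 in mRNA and -1.76 in RPF, against medians of -0.575 and -0.766 over all genes. Of 21 kinesin genes, which encode microtubule motor proteins, 7 were downregulated in RPF only (odds ratio 4.31, Fisher's exact test, p = 0.0041) and 12 in both mRNA and RPF. With median-centred groups, which were added after seeing the data, the counts fell to 7 histone and 5 kinesin genes and the odds ratios were 10.9 and 14.6. Cell wall, cell cycle and anabolic gene groups were not tested here. The paper reports chromatin, cytoskeleton, cell wall, cell cycle and anabolic genes as mostly lower, and describes them as deactivated by extended heat.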

In contrast, groups comprising genes related to the chromatin structure, cytoskeleton organization, cell wall synthesis, cell cycle, and anabolic process were mostly down-regulated at transcriptional and/or translational levels (Additional file 3). Together, prolonged exposure to heat stress resulted in large changes in gene expression and reprogramming of both transcriptional and translational activities of the plants that are likely to shape their survival under sub-optimal growth conditions.

### Genes with lower secondary structure propensity in 5′ start vicinity are translated under thermal stress

Next, we addressed whether the gene set that is preferentially translated under heat stress (red marked gene groups, Fig. 1b) bears some common secondary structure features to facilitate their translation. We calculated the folding energy in the mRNA sequences flanking the translation initiation start of two groups of genes, e.g. with increased (translationally upregulated) and decreased (translationally downregulated) ribosome density. Typically, the folding profiles of all mRNAs (Fig. 2a, black line) exhibited reduced folding stability and fewer paired nucleotides in the 5′ UTRs compared to the coding sequence (observed as a lower folding energy in the profile). For translationally upregulated genes under heat, the folding energy upstream of the start codon (up to 100 basepairs (bp)) was significantly higher (Fig. 2a, red line) than that of the remaining genes in the genome (Fig. 2a, black line) and that of the translationally downregulated ones (Fig. 2a, blue line). 

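The region upstream of the start codon was folded in windows of 39 nt with RNAfold, each gene being given the mean minimum free energy over the windows centred within the 100 nt before its start codon on the longest annotated transcript. A less negative value means a weaker predicted structure. Genes upregulated in RPF only averaged -2.90 ± 1.70 kcal/mol (SD, n = 106 genes) and the remaining genes -3.31 ± 1.62 (SD, n = 14062 genes). The difference of 0.408 was larger than random gene sets of the same size gave (permutation test with 100000 resamples, p = 0.0096), while the distributions of single genes overlapped widely. Genes downregulated in RPF only averaged -3.53 (n = 1481 genes), and the upregulated genes lay 0.630 above them (permutation test, p = 0.00021). With genomic sequence upstream of the start codon in place of the annotated 5′UTR, the difference to the remaining genes was 0.454. Median-centred groups, chosen after seeing the data, moved it most, to 0.249 with 250 genes (permutation test, p = 0.016). From the higher folding energy the paper infers that genes with less structure upstream of the start codon shape the translational response at least partly.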

Further downstream of the start codon, along the CDS, the folding energy relaxes to the mean folding profile of all genes (Fig. 2a). 

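For the 1481 genes downregulated in RPF only, the mean folding energy over the 100 nt before the start codon was -3.53 ± 1.67 kcal/mol (SD over genes), compared with -3.28 ± 1.61 for the 12687 remaining genes. The difference of -0.251 gave a permutation p of 1e-05, the smallest that 100000 resamples can give, although it is small beside the SD between genes. It was -0.229 for 5′UTRs of at least 100 nt and -0.216 for genomic sequence. The value depended most on how the group was formed. With median-centred groups, an alternative added after seeing the data, 299 genes were downregulated in RPF only and their folding energy was higher than that of the other genes by 0.311 (permutation test, p = 0.0011).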

The folding energy profile of genes translationally downregulated under heat did not differ from that of the remaining genes in the genome (Fig. 2a, b). This implies that the response to heat stress in plants at translational level is shaped, at least in part, by a selection of a subset of genes with lower propensity to form secondary structure upstream of the translation start. Our attempt to verify the predicted folding patterns with experimentally derived RNA secondary structure data [25, 26] was not successful. Both studies [25, 26] were conducted under normal growth conditions in which the heat shock responsive genes show very low expression level, hence the read coverage was insufficient to obtain reliable secondary structure scores for those genes.

**Fig. 2:**
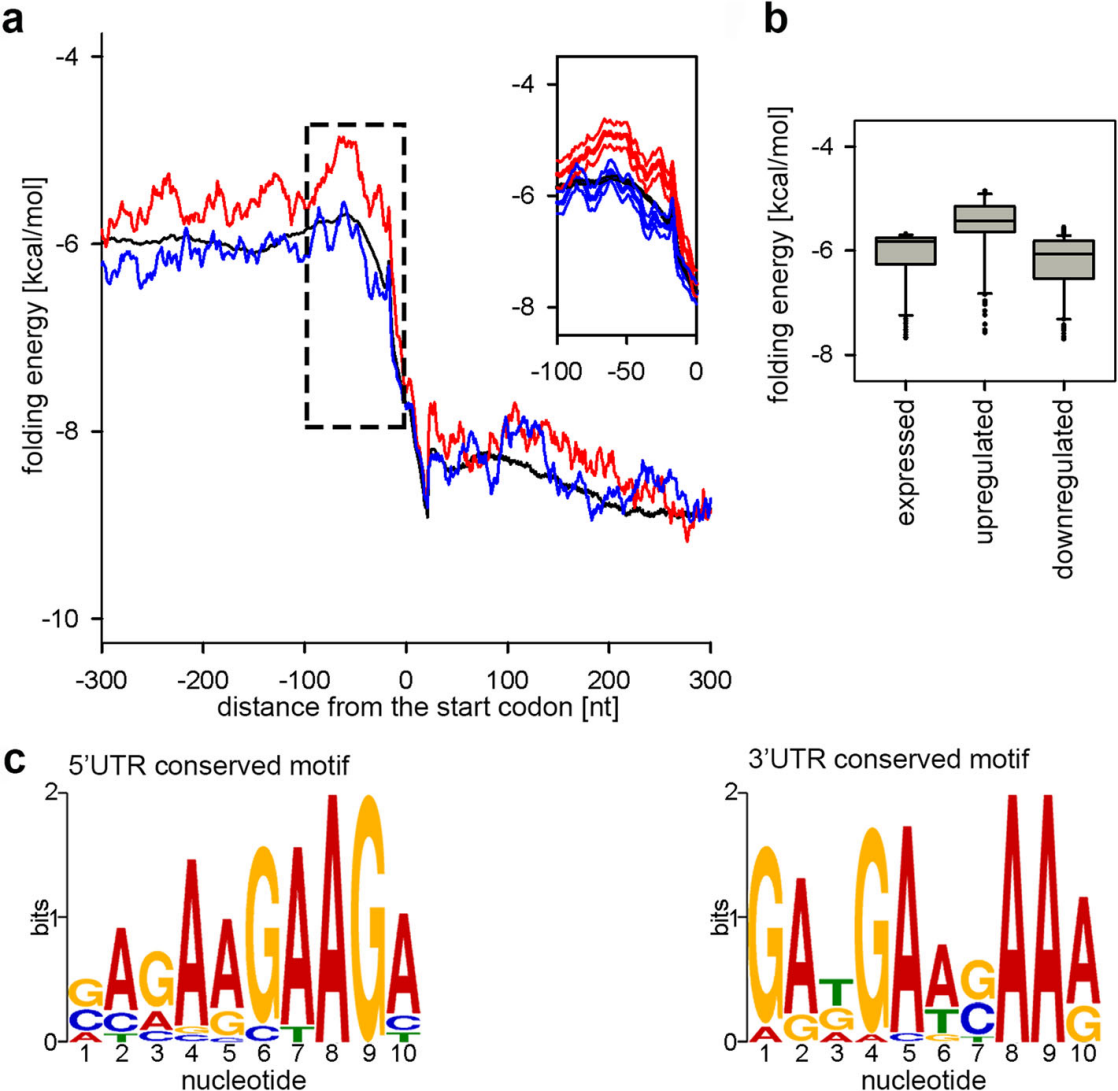
Genes translationally upregulated under heat stress have much lower propensity to form secondary structure in the vicinity of the start codon. **a** Average folding energy of translationally upregulated (*red line*) and downregulated (*blue line*) genes under heat stress compared to all expressed protein-coding genes. Only in the marked area (inset) the *curves* shows significant difference (*p* = 2.2*10^−16^ (median averaged from a two-sample Mann-Whitney test)). The *thin lines* in the same color denote the standard deviation for each position. Position 0 is the first nucleotide of the start codon of each genes. **b** Box plot of the distribution of the folding energy of the genes translationally up- or down-regulated under heat stress compared to all expressed genes. The region −100 nt upstream of the start till the start codon (position 0) is considered. **c** Sequence motif analysis of 5′UTRs (*left logo*) and 3′ UTRs (*right logo*) of genes translationally upregulated under heat stress

To address the question as to whether RNA-binding proteins contribute to translational regulation through binding the 5′ and 3′ UTRs, we performed a motif search in the UTR sequences of the genes which were translationally upregulated (i.e. changed RPF reads, but unchanged mRNA reads) upon the heat stress. 

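Of the 111 genes upregulated in RPF only, 88 had 5′UTR values in the files. In a limma fit of 5′UTR RPF over the 12063 genes with such values, 6 of the 88 (6.82 %) were upregulated at an adjusted p of 0.1, compared with 164 of 423 genes upregulated in both mRNA and RPF. The median 5′UTR RPF log2 fold change of the 88 genes was 1.43, against -0.523 over all genes, so most moved up without passing the test. Reads are few in this region, with a median of 26.5, 21.5 and 20.9 per 5′UTR in control RPF 1, control RPF 2 and heat RPF. Requiring instead a log2 fold change of at least 1 against each control replicate and at least 2 rpkm in heat, without a test, gave 46 genes, the largest change of any setting. The 2 rpkm limit was taken from the CDS. At the smaller per-million total of the UTR files it stands for very few reads and hardly removes low counts. The motif search was not repeated.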

In total, 55 genes (out of 895 heat upregulated) exhibited an increased number of RPF in their 5′UTR and in 23 of them we detected a conserved A/G-rich motif (Fig. 2c). Similarly, in 82 genes the RPFs in their 3′ UTRs increased upon stress and in 23 of them we also detected the A/G-rich motif (Fig. 2d).

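In the 3′UTR, 92 of the 111 genes upregulated in RPF only had values, and 1 of them (1.09 %) had higher RPF by limma at an adjusted p of 0.1, compared with 91 of 424 genes upregulated in both. The median 3′UTR RPF log2 fold change of the 92 genes was 1.76, against -0.322 over the 11317 genes with 3′UTR values. Median depth was 9.00, 7.93 and 9.00 RPF reads per 3′UTR in control 1, control 2 and heat, which limits what a test can detect. The count rose to 56 when a log2 fold change of at least 1 against each control replicate and 2 rpkm in heat were required in place of the test. Here too, 2 rpkm stands for very few reads and hardly removes low counts. The UTR lengths of the annotation used here are not those behind the deposited values, since only 33.6, 32.8 and 33.0 % of the 3′UTR values in these samples fell on whole reads.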

### G2-quadruplexes in the UTRs may also control gene expression under stress

We next analyzed each gene translationally upregulated under heat stress (red and green marked gene groups, Fig. 1b) for putative G-quadruplex structures in the CDS, 5′UTR or 3′ UTR. This analysis was motivated by a bioinformatic study which has identified more than 1200 quadruplexes with a G_3_-repeat sequence motif and ∼ 43,000 with a G_2_-repeat sequence motif in plant transcriptomes with yet unknown function [27]. The following sequences were considered in our search for G2 - G_2_N_1-7_G_2_N_1-7_G_2_N_1-7_G_2_, for G3 - G_3_N_1-7_G_3_N_1-7_G_3_N_1-7_G_3_ and for G4 - G_4_N_1-7_G_4_N_1-7_G_4_N_1-7_G_4_. We found no G4 quadruplexes and only a few G3 quadruplexes in the 5′ and 3′ UTRs. 

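The patterns were searched on the transcript strand of the longest annotated transcript of each nuclear gene in the files, counting matches that do not overlap. G2 patterns numbered 1156 in 5′UTRs (979 genes), 24646 in CDSs (10217 genes) and 1567 in 3′UTRs (1278 genes). G3 patterns numbered 8 in 5′UTRs, 81 in CDSs (76 genes) and 13 in 3′UTRs, and no G4 pattern was found in any region. In genes with RPF upregulated, either alone or together with mRNA, there were 29 G2 patterns in 5′UTRs (26 genes), 942 in CDSs (423 genes) and 59 in 3′UTRs (47 genes). Counting overlapping matches changed the G2 numbers most, to 2197, 51527 and 2864 G2 patterns in 5′UTRs, CDSs and 3′UTRs and 129 G3 patterns in CDSs. A search of all annotated nuclear genes, added after seeing the data, gave 144 G3 patterns in CDSs. These are sequence matches, and no structure was measured.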

However, we identified many G3 quadruplexes in the CDS (515 in total) and G2 in the 5′UTR (975), CDS (17,845) and 3′UTR (1479), respectively. We reasoned that if a G-quadruplex plays a role in heat response and controls expression of distinct mRNAs upon stress, we would observe different translation (i.e. differences in the RPF coverage) in the vicinity of a quadruplex structure between plants exposed to heat compared to the control plants. We compared the read coverage 200-bp upstream and 250-bp downstream of the first base of each quadruplex. While we observed no difference in the RPF coverage around quadruplexes in the CDS (Additional file 5), the RPF coverage around G2 quadruplexes in both 5′ and 3′ UTRs was clearly higher in the heat stress group (Fig. 3a, c). Intriguingly, in the genes upregulated under heat stress (both up, green, and RPF up, red, in Fig. 1b) the higher RPF coverage along the predicted G2 quadruplexes in the 5′UTR correlated with their higher expression under heat than in the control plants (Fig. 3a, b, d). 

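Among nuclear genes with an annotated 5′UTR, those with a G2 pattern in it had a mean CDS RPF log2 fold change of -0.738 ± 1.051 (SD, n = 979 genes) and those without of -0.676 ± 1.21 (SD, n = 13321 genes). The difference of -0.0621 did not exceed that of random gene sets (permutation test with 100000 resamples, p = 0.119). RPF was upregulated in 26 of the 979 genes with a G2 pattern and in 566 of the 13321 genes without one (odds ratio 0.615, Fisher's exact test, p = 0.016). The length of the 5′UTR moved the difference most. Among genes with the longest 5′UTRs, from 381 to 3972 nt, it was 0.117 (permutation test, p = 0.018), with 571 genes with and 2464 without a pattern. The control replicate used also mattered. Against control replicate 1 alone it was -0.189 (permutation test, p = 1e-05, the smallest that the resamples can give), and against control replicate 2 alone it was 0.0651 (permutation test, p = 0.11).

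At3g56090 (FER3, ferritin 3), the example of Fig. 3d, lies on the reverse strand of chromosome 3 from 20813904 to 20816035 and has 8 exons and a 5′UTR of 51 nt. Its CDS RPF rose from 86.4 ± 25.6 rpkm (SD, n = 2) to 549 rpkm (no replicates), a log2 fold change of 2.69 (standard error 0.499, limma adjusted p = 0.0117), and its mRNA by a log2 fold change of 2.31 (standard error 0.406, limma adjusted p = 0.00728). RPF in its 5′UTR went from 1041 ± 182 rpkm (SD, n = 2) to 4317 rpkm (log2 fold change 2.06, limma adjusted p = 0.15). On the transcript strand the gene holds 1 G2 pattern, GGAGACTTGGCAAAGGACATGG, from 20814481 to 20814502. It lies in the coding exon from 20814482 to 20814545 and reaches 1 nt into the intron. On the other strand a match to the pattern, GGAGGAGAAAGGGTTTTGTGG, lies within the 5′UTR from 20816011 to 20816031. Coverage along single positions is not in the files analysed here. From higher RPF coverage over the G2 patterns and higher expression of the same genes, the paper proposes a link between the quadruplexes and translation of the downstream CDS.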

This suggests that a direct relationship might exist between the G2-quadruplexes and translatability of the downstream CDS under heat stress.

**Fig. 3:**
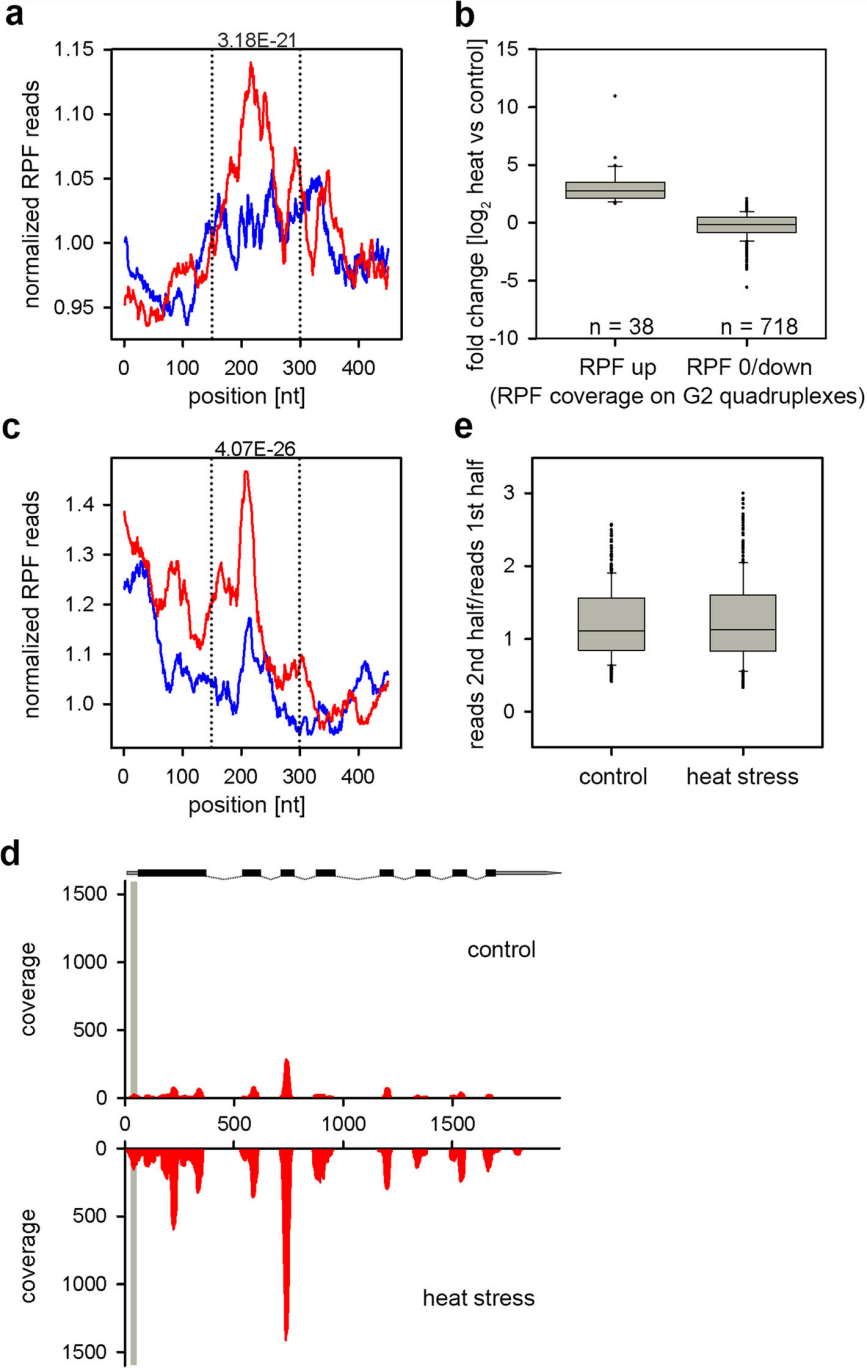
The presence of G2 quadruplexes in the UTRs correlates with the expression of genes under heat stress. **a**, **c** Higher cumulative values of the normalized RPF reads to the mRNA reads at each position under heat stress-exposed plants (*red*) compared to the control plants (*blue*) over the positions of the putative G2 quadruplexes in the annotated 5′ UTRs (**a**) and 3′ UTRs (**c**). RPF coverage (rpm) was normalized to the mRNA reads at each position and each gene in the set is equally weighted. The first nucleotide of the G2 quadruplexes is at position 200. *p*-values (*on the top of the plots*) were calculated with the Wilcoxon signed rank test. **b** RPF fold change analysis of genes with G2 quadruplexes in their 5′ UTRs. Genes upregulated under thermal exposure (RPF up) were compared to genes with G2 quadruplexes but unchanged or downregulated under stress (RPF 0/down). Only reads in the CDSs were considered in this analysis. *n* denotes the gene number in each group. **d** RPF coverage profile of gene At3g56090 under heat stress exposure compared to its profile in the control plants. The position of the G2 quadruplex in the 5′UTR is shadowed in *gray*. In the gene scheme over the profiles: *black*, CDS; *gray*, 5′ or 3′ UTRs; *gray dashed line*, introns. **e** Comparison of the reads in the first vs. second halves of genes with G2 quadruplexes in their 3′ UTRs

The effect of the G2 quadruplexes in the 3′UTRs of genes upregulated under heat exposure is unclear; they did not contribute to the stability of the mRNA under heat stress, i.e. the mRNA reads for the two halves of a gene remained unchanged under stress (Fig. 3e).

### Detection of an alternative transcript and ORF upon stress exposure

In our analysis of the RPF distributions between the first and a second half of a gene we noticed an outlier, At1g76880, with largely asymmetric distribution of the reads in the second half upon exposure to heat. A closer look in the read distributions revealed that in the control plants, At1g76880, which encodes a double-helix repeat protein, showed a relatively uniform mRNA coverage over the main CDS, while RPFs accumulated starting at nucleotide (nt) position 2195 (Fig. 4a, b). Upon induction of heat stress, the expression of this short 3′-terminal fragment starting at 2195 nt increased at both transcriptional (i.e. increased mRNA reads) and translational level (i.e. increased RPF reads). 

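Read positions within the gene are not in the files analysed here, but the values for the 5′UTR, the CDS and the 3′UTR of At1g76880 separate its 3′ end in part. In the 3′UTR, mRNA rose from 68.2 ± 5.67 rpkm (SD, n = 2) in control to 305 in heat (no replicates), which is 4.46 times the control mean. RPF in the 3′UTR rose from 11.2 ± 2.05 rpkm (SD, n = 2) to 300, or 26.9 times, a log2 fold change of 4.64. The 3′UTR values rest on few reads in both measurements. The control RPF values lie near the lowest value that a read count can give at this depth. The size of the RPF ratio is therefore imprecise, and the SD does not measure its error. Over the CDS, mRNA increased 2.23 times, from 47.5 ± 0.216 to 106 rpkm, and RPF 2.89 times, from 44.2 ± 10.2 to 128 rpkm. The CDS log2 fold changes were 1.14 for mRNA (limma adjusted p = 0.0793) and 1.53 for RPF (limma adjusted p = 0.0573). In the 5′UTR neither increased, with mRNA at 0.538 and RPF at 0.870 times the control mean. In both measurements the ratio of heat to control was lowest in the 5′UTR and highest in the 3′UTR. Centring each sample on its median raised the CDS log2 fold changes most, to 1.65 for mRNA and 2.25 for RPF. The paper concludes that a short 3′-terminal fragment is induced at the transcriptional and translational levels.

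**Figure D2:**
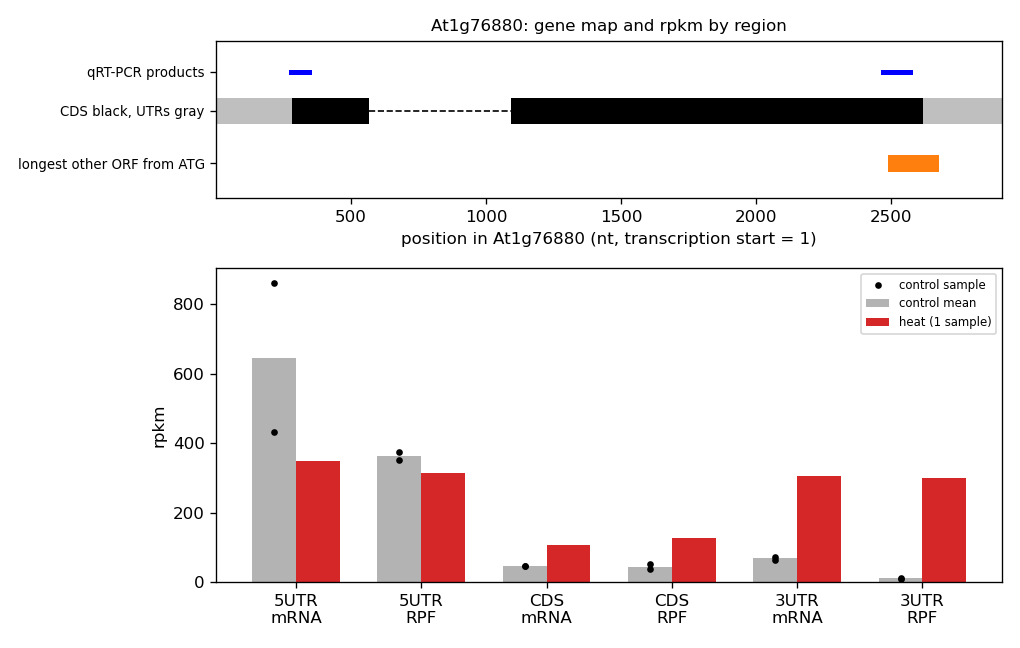
Map of At1g76880 (top; horizontal axis, position in nt from the transcription start) and rpkm of its regions (bottom; vertical axis, rpkm). In the map the CDS is black, the UTRs gray, the intron dashed, the qRT-PCR products blue and the open reading frame from the ATG at 2488 orange. Gray bars are control means with the 2 control samples as points, and red bars are the single heat sample, which reaches 305 (mRNA) and 300 rpkm (RPF) in the 3′UTR against control means of 68.2 and 11.2. UTR and CDS values follow different per-million scales, so their heights are not comparable within a sample. The control RPF values of the 3′UTR rest on very few reads.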

In the vicinity of the 2200 nt we detected an in-frame ATG which may serve as a new translation start (dashed vertical line, Fig. 4b). 

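Positions were counted from 1 at the first nucleotide of At1g76880 in the TAIR10.1 assembly, introns included. Whether the paper counts from the same nucleotide was not established. If it does, the ATG codons nearest to the start of the RPF reads in Fig. 4 are at 2139, 2174, 2186 and 2281. The ATG at 2139 (chromosome 1, 28867452) is in the frame of the main CDS and leaves 159 codons to the stop. Those at 2174 and 2186 are in another frame and begin open reading frames of 35 and 31 codons, and that at 2281 begins one of 33 codons. The next ATG in the main frame is at 2382, with 78 codons to the stop. The files hold values per region of the gene, not per position, so RPF starting at any of these codons could not be counted. From an in-frame ATG near the start of the RPF reads the paper proposes an additional translation start.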

Although an alternative translation start of the same mRNA transcript may plausibly explain the RPF enhancement, it cannot explain the increase of the mRNA reads. qRT-PCR analysis using primers targeting the main and alternative transcript corroborated the RNA-seq data and indicated specific upregulation of the alternative transcript under heat stress (Fig. 4b). Moreover, only one splicing variant of At1g76880 is annotated in the TAIR 10 data base. 

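In the annotation used here At1g76880 also has 1 transcript. It lies on the forward strand of chromosome 1 from 28865314 to 28868225, with exons from 28865314 to 28865880 and from 28866407 to 28868225. The CDS runs from 28865594 to 28867931 and encodes 603 amino acids, after a 5′UTR of 280 nt. The qRT-PCR primers for the main transcript match positions 278 to 343 of the gene and those for the alternative transcript positions 2472 to 2571, which lie within the main CDS as well.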

Furthermore, additional in-frame AUG codons in the CDS (Fig. 4a) did not correlate with any increase of RPF reads at those corresponding positions (Fig. 4b).

**Fig. 4:**
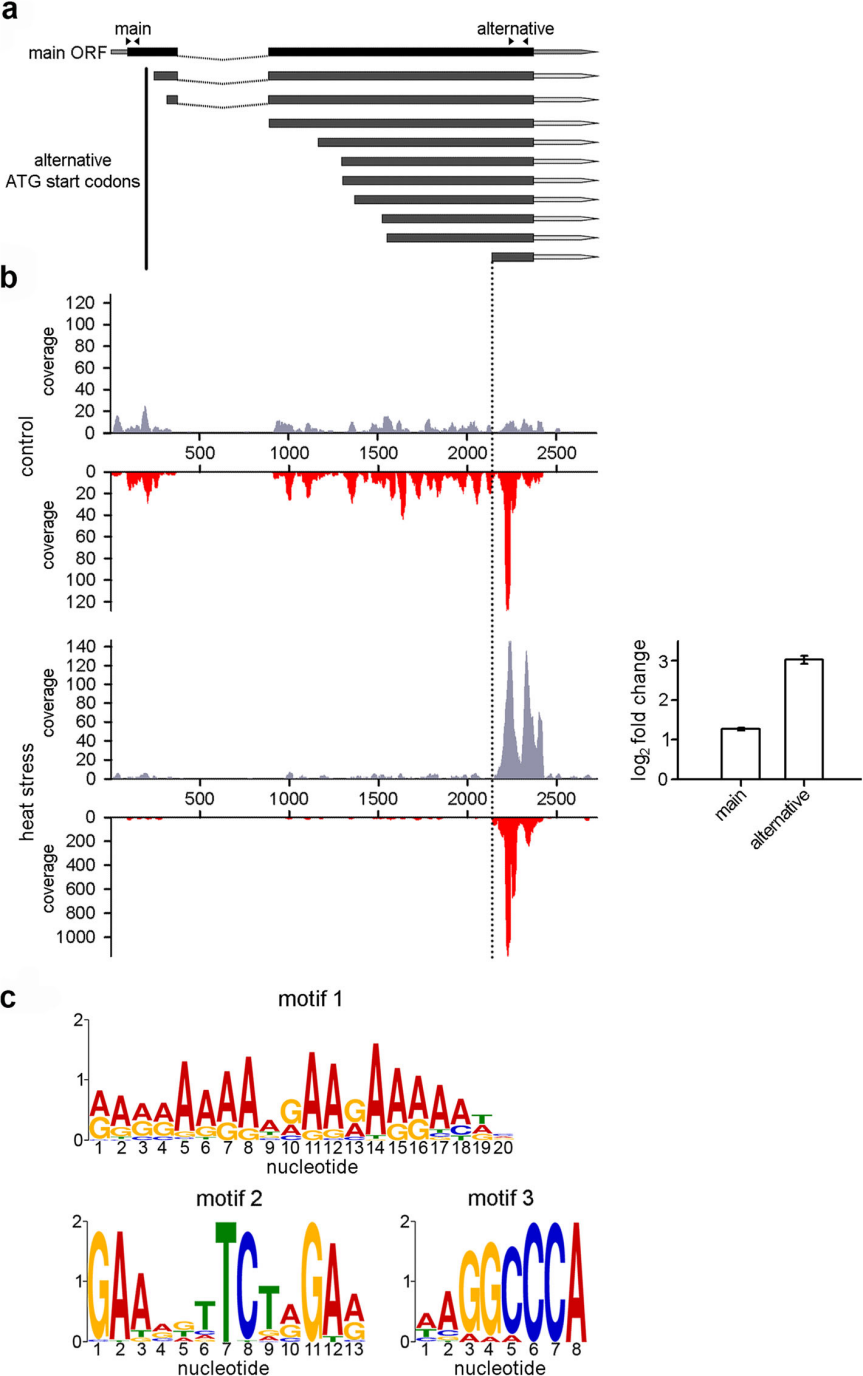
Alternative transcript from the At1g76880 gene is highly expressed under heat stress. **a** Schematic of the putative ORFs of the At1g76880 gene. *Black*, CDS; *gray*, 5′ or 3′ UTRs; *gray dashed line*, intron, and *arrow heads* above the gene model: locations of the qRT-PCR primers. **b** In addition to the main transcript, a transcript encoding 88-amino acids long peptide is detected in both ribosome profiling and RNA-Seq data sets (*plots on the left*) as highly expressed at both transcriptional (mRNA reads, *gray*) and translational level (RPF reads, *red*) under heat stress. The *dashed vertical line* denotes the start of this additional ORF. Note the different scale of the coverage profile in the heat vs. control condition. qRT-PCR verification of the expression of the alternative transcript under stress (*right panel*) using primer pairs spanning the main and alternative transcript designated in panel a (*arrow heads*). **c** Three distinct recurring motifs are present within 1 kb-region upstream of the initiation of the alternative ORF (upstream 2100 nt) and multiple heat shock responsive genes as revealed by MEME motif analysis

Within the region 1 kb upstream of this alternative ORF and of the heat shock responsive genes we performed a sequence motif search to extract putative sequences that may serve as putative transcription factors binding sites. Interestingly, we identified motifs which share conserved features with motifs found in the promoter regions of the known heat-stress responsive genes (Fig. 4c) which were transcriptionally induced upon heat stress in our data set. The presence of motif 2 bears significant resemblance to the heat shock promoter element AGAAnnTTCT recognized by heat shock factors in *Arabidopsis* [28] supports the idea of this alternative transcript being heat-responsive. 

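The sequence of At1g76880 from 28865314 to 28868225 holds no match to AGAAnnTTCT. A shorter core, GAAnnTTC, occurs at 1 place, as GAAGATTC at position 2244 of the gene (chromosome 1, 28867557). From which nucleotide the paper counts its positions was not established here. Whether this core lies upstream or downstream of the start of the alternative transcript in Fig. 4 is therefore open. Its context is GAAACGTCCCGAAGATTCCAAGACTTGC. The MEME search over the heat shock responsive genes was not repeated. The paper takes the resemblance of motif 2 to the heat shock promoter element as support for a heat-responsive alternative transcript.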

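In the TAIR10.1 sequence of At1g76880, neither the gene nor its spliced transcript holds an open reading frame that begins with ATG and has the length the paper gives. The longest one near the 3′ end outside the main frame begins with the ATG at position 2488 (chromosome 1, 28867801) and has 62 codons. It ends with its stop codon at position 2676, in the 3′UTR, since the main CDS ends at 2618. Of its 62 residues, 17 are lysine or arginine and 5 aspartate or glutamate, compared with 76 and 80 of the 603 residues of the main protein. In the main frame, the 159 residues from the ATG at 2139 contain 20 lysine or arginine and 32 aspartate or glutamate.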

This alternative transcript with a start at 2195 nt encodes an 88 amino-acid long peptide/protein with high overrepresentation of positively charged amino acids; proteins with overrepresented charged amino acids may play a protective role under stress, e.g. scavenging reactive oxygen species. Although it remains to be determined whether the expression of this alternative transcript generates a viable protein or peptide, our results underline the potential of Ribo-Seq in determining alternative ORF or proteins resulting from alternative, independent translation initiation which differ from the start of the main transcript.

### Stoichiometry of protein complexes in chloroplasts under heat exposure

In the ribosome profiling experiment we did not select only for cytoplasmic ribosomes, but extracted the total fraction of the all ribosome-bound mRNAs, including those of the chloroplasts. 

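The deposited values of plastid genes use another per-million scale than those of nuclear genes. Their steps of 1 read fit totals of 15597092, 16356999 and 17349914 reads in control RPF 1, control RPF 2 and heat RPF, whereas the nuclear genes fit 9388529, 11819659 and 12972110. Reads were therefore recovered with each scale before the share was taken. Plastid CDSs held 3403839 of the plastid and nuclear CDS reads in control RPF 1, or 27.3 % (95 % Wilson confidence interval 27.29 to 27.34), 2778985 in control RPF 2, or 19.5 % (19.46 to 19.50), and 2966759 in heat RPF, or 18.9 % (18.89 to 18.93). The difference between the control replicates is far outside these intervals, which count sampling noise only, and heat lay close to replicate 2. The same share in mRNA was 49.4, 48.9 and 49.5 %. These shares cover annotated CDSs only. The share of the larger total that lies outside the nuclear scale was 39.8, 27.7 and 25.2 % in the RPF samples. Taking rpkm times CDS length without the separate scales gave the lowest mean over the control replicates, 16.7 %, and 14.8 % in heat.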

In each sequencing data set, 35–45 % of the total uniquely mapped RPFs were mapped to the chloroplast genome. As the chloroplast genome is relatively small −117 total genes including 87 protein-coding genes – the coverage in the ribosome profiling is very good. 

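The files hold 73 plastid genes by identifier, and 69 of them were matched to an annotated CDS by their order along the genome and by whole reads in all 6 samples. Per matched gene, the median RPF read number was 4318, 3253 and 2034 in control 1, control 2 and heat, and the lowest was 99, 17 and 37. The reference used here annotates 85 plastid CDSs of 78 distinct genes. Depth was concentrated in few genes, since rbcL and psbA held 39.7 and 15.8 % of the plastid CDS reads in control RPF 1, 38.0 and 12.0 % in control RPF 2, and 31.6 and 24.1 % in heat RPF.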

The majority of the plastid-encoded genes encode single subunits in large protein complexes. Some of them are encoded in operons within one polycistronic mRNA in a fashion similar to bacterial operons [29] and are suggested to coordinate the expression of functionally related proteins. However, a large fraction of genes encoding subunits of protein complexes do not reside within the same operon, raising the question as to whether their translation maintains the stoichiometry needed for the protein complexes. Thus, we next analyzed the stoichiometry of protein complexes using the total RPF reads per gene per unit length (rpkm) as defined in [30]. The underlying assumption of this analysis is that each ribosome (or here RPF) is producing a protein and the total protein production is determined as the average ribosome density over the CDS. Although this measure is not perfect as it provides an upper bound for protein levels [30] as it does not consider protein degradation and ribosomal drop-off during synthesis, our measures of protein production using this approach (Fig. 5a) agreed well with published data on protein abundance in chloroplasts [31].

**Fig. 5:**
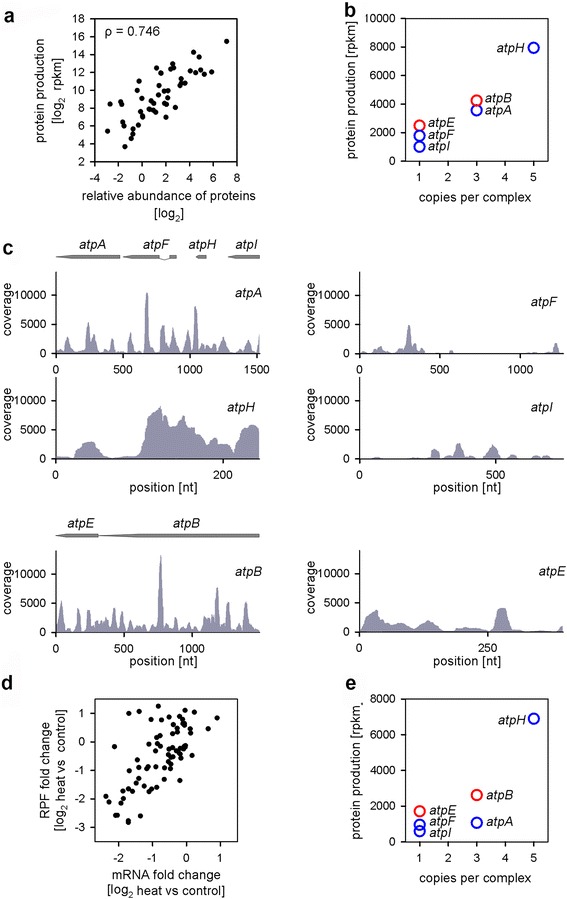
Impact of heat exposure on the expression of protein complexes in chloroplasts. **a** Correlation between protein production (RPF reads) and protein abundance determined by mass spectrometry [31]. Spearman coefficient ρ = 0.746. **b** The protein production of ATP synthetase subunits correlates with the assembled subunit stoichiometry. The genes belonging to each of the two operons are color-coded in *blue* and *red*. **c** Coverage plots for each of the subunits of the ATP synthetase complex under control growth. Note that the y-axes are in uniform scale. Schematic of the gene organization in the two operons is included over the plots. **d** Fold changes of RPF and mRNA of all chloroplast ORFs. Each dot represents a single protein or protein subunit. **e** Heat exposure disproportionately reduces the production of ATP synthetase subunits (compare with panel **b**)

We next used this measure to evaluate the production of stable multiprotein complexes with known stoichiometry (Fig. 5b and Additional file 6a). 

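Protein production of the 6 plastid-encoded ATP synthase subunits was taken as CDS RPF rpkm in control plants (mean ± SD, n = 2). It was 12587 ± 6729 for atpH, 3844 ± 466 for atpB, 3194 ± 442 for atpA, 2704 ± 363 for atpE, 1979 ± 334 for atpF and 845.4 ± 207 for atpI. Fig. 5b plots 5 copies for atpH, 3 for atpA and atpB and 1 for the others. Spearman's rho between rpkm and copies was 0.926 (exact permutation test, n = 6, p = 0.0333, the smallest p that 6 subunits with these ties allow). In replicate 1, atpE exceeded atpA, with 2961 against 2881 rpkm, so the order of these subunits is not resolved by the spread between replicates, while atpH, whose replicates were 17345 and 7828 rpkm, exceeded all others in each replicate. Among subunits with 1 copy, rpkm ranged from 845.4 to 2704. Leaving out control replicate 2 lowered rho most, to 0.772 (exact permutation test, n = 6, p = 0.1). The paper reports that the production of each subunit matched its stoichiometry quantitatively.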

Remarkably, for the ATP synthetase complex, which has the most complex stoichiometry, the protein production of each subunit quantitatively reflected its stoichiometry within the complex (Fig. 5b). 

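In the annotation, atpI, atpH, atpF and atpA lie next to each other on the reverse strand of the plastid genome between 9938 and 14770, and atpB and atpE lie together between 52265 and 54156. Within the first cluster, control RPF was 845.4 ± 207 rpkm for atpI, 12587 ± 6729 for atpH, 1979 ± 334 for atpF and 3194 ± 442 for atpA (SD, n = 2). Differences between these genes exceed the SD between replicates. Within the second cluster, atpB had 3844 ± 466 and atpE 2704 ± 363 rpkm (SD, n = 2), and the replicates had atpB above atpE by 3515 to 2961 and by 4174 to 2448. After division by mRNA rpkm the values were 1.13, 1.42, 0.480 and 1.30 for atpI, atpH, atpF and atpA, and 1.62 and 0.640 for atpB and atpE. This division narrowed the range and lowered the rank correlation with copy number to 0.833 (exact permutation test, n = 6, p = 0.0667). The paper reads the unequal ribosome density within one mRNA as translation of each ORF on its own terms.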

The ribosome density of each ORF was different despite comprising the same polycistronic mRNA (*atpA/E/I/H* and *atpB/F* are the two operons, Fig. 5c). 

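Control mRNA was 748 ± 12.0 rpkm for atpI, 8859 ± 240 for atpH, 4124 ± 1146 for atpF and 2463 ± 45.1 for atpA, and 2372 ± 125 for atpB and 4224 ± 376 for atpE (SD, n = 2). mRNA thus differed between genes of one cluster by more than the spread between replicates, and atpH had the highest and atpI the lowest value in mRNA as in RPF. Between the clusters, the values of atpB and atpE lay within the range of the other 4 genes. From mRNA levels that were similar between the operons, the paper reasons that the stoichiometry may be set by translation.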

The mRNA levels of these two operons were similar as confirmed by RNA-Seq analysis, further validating that differences in the stoichiometry might be controlled at the level of translation. For some complexes, which are encoded mostly on different polycistronic mRNAs, the ratio of protein production of some subunits differed from their stoichiometry (Additional file 6) and suggests an additional regulation mechanism at the level of degradation.

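Control RPF rpkm of the other plastid-encoded complexes spread over wide ranges. In photosystem II it ran from 343 for psbM to 25939 for psbA over 15 genes, in photosystem I from 537 for psaI to 6410 for psaC over 5 genes, and in the cytochrome b6f complex from 171 for petL to 3669 for petD over 6 genes. The NDH complex ranged from 48.4 for ndhF to 432 for ndhK over 9 genes, and the RNA polymerase from 76.5 for rpoC2 to 178 for rpoC1 over 4 genes. For comparison, the SD over genes of the log2 ratio of the control replicates was 0.505 in photosystem II, 0.529 in photosystem I, 0.317 in cytochrome b6f, 0.578 in NDH and 0.682 in the polymerase. The range within each complex other than the polymerase is far larger than this. Division by mRNA was tried as an alternative for the ATP synthase only, where it changed rho from 0.926 to 0.833. From such departures from stoichiometry the paper proposes additional regulation at the level of degradation.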

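Across the 73 plastid genes, the log2 fold changes of mRNA and RPF under heat had a Pearson r of 0.831 and a Spearman rho of 0.798. Both are across genes, which are not independent replicates. Of the 73 genes, 63 changed in the same direction in mRNA and RPF, 56 of them downwards and 7 upwards, while 7 had lower mRNA with higher RPF and 3 the reverse. Median log2 fold changes were -0.627 in mRNA and -0.730 in RPF, close to those of all genes. The control replicates differed more in RPF than in mRNA, with SDs of their log2 ratio of 1.00 and 0.286, and the SD of the heat fold change was 1.07 in RPF and 0.699 in mRNA. In RPF, 53 genes changed the same way against both control replicates, and 21 passed a limma adjusted p of 0.1. Leaving out control replicate 1 moved r furthest, to 0.651. The paper reports that for most plastid ORFs mRNA and RPF changed in the same direction.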

The expression of protein-coding genes in chloroplasts changed under heat exposure and for the majority of the ORFs changes in mRNA levels were co-directional with changes in transcription (i.e. mRNA reads) and translation (i.e. RPF reads) (Fig. 5d). 

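Heat RPF (no replicates) of the ATP synthase subunits was 6680 rpkm for atpH, 2528 for atpB, 1648 for atpE, 1023 for atpA, 917 for atpF and 567 for atpI. Production fell in all 6, to between 32.0 % (atpA) and 67.0 % (atpI) of the control mean. The RPF log2 fold change was -1.63 for atpA (standard error 0.521, limma adjusted p = 0.0535), which was the only one of the 6 to pass an adjusted p of 0.1. The others were -0.599 for atpB, -0.708 for atpE, -1.10 for atpF, -0.803 for atpH and -0.554 for atpI. Median centring cannot settle whether the fall in all 6 depends on the scaling. The median is that of mostly nuclear genes, whereas plastid genes follow another per-million scale. With each sample centred on its median, atpB (0.121), atpE (0.0125) and atpI (0.166) turned to increases. Decreases remained for atpA (-0.914), atpF (-0.379) and atpH (-0.0825). The SD over the 6 subunits of the log2 ratio of heat to the control mean was 0.404, and the SD over the same genes of the log2 ratio of the control replicates was 0.603, so unequal changes of this size also occur between control replicates. Spearman's rho with copy number was 0.772 in heat (exact permutation test, n = 6, p = 0.1). Dividing RPF by mRNA moved both values most, rho to 0.432 (exact permutation test, n = 6, p = 0.4) and the SD to 0.241.

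In other complexes the same log2 ratio in RPF ran from -1.60 (petA) to 0.689 (petN) in cytochrome b6f, from -0.728 (psaC) to 0.3498 (psaJ) in photosystem I, and from -1.03 (psbH) to 0.791 (psbE) in photosystem II. Their SDs were 0.855, 0.474 and 0.475, against 0.317, 0.529 and 0.505 between control replicates. In NDH the ratio ran from -1.61 (ndhH) to 0.0983 (ndhC), and in the RNA polymerase from -3.92 (rpoB) to -2.50 (rpoC1). The SDs of NDH and the polymerase were 0.678 and 0.636, against 0.578 and 0.682 between control replicates. Only in cytochrome b6f did the spread under heat clearly exceed that between controls. From the disproportionate changes the paper proposes that subunits differ in their susceptibility to degradation.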

Strikingly, the production of the subunits within one protein complex changed disproportionately, even for those upregulated under heat stress (Fig. 5e and Additional file 6b) which could suggests that the different susceptibility to degradation of various subunits may additionally change the abundance of the subunits under stress.

## Discussion

Here we analyze the adaptive response of *A. thaliana* to prolonged heat exposure (3 h at 37 °C) at both transcriptional and translational level using RNA-Seq and deep sequencing of RPFs of nuclear- and chloroplast-encoded genes. The plant habitat suggests that a typical heat exposure is long, for example for several hours in a summer midday. The expression changes of the majority of nuclear-encoded genes are modulated in a coordinated manner at the transcriptional and translational levels. While at early time points of heat exposure, i.e. between 15 and 45 min, translation is globally downregulated and stress response is counteracted mainly by transcriptional programs [32–34], our results show that prolonged exposure to stress (3 h) activates translational programs which shape the adaptive response. At prolonged exposure to heat stress the majority of the genes are transcribed and translated in a coordinated fashion, but a sizeable set of genes opposes this trend and instead shows only changes at the level of translation. Among those translationally regulated transcripts we detected several shared features which are likely candidates to regulate their expression. The A/G-rich motifs in the 5′ or 3′ UTRs of the translationally upregulated genes resemble sequences identified as RNA-protein binding motifs [26]. The presence of relatively conserved A/G-rich motifs to which most likely the same RNA-binding protein binds would allow coregulation of the expression of those transcripts [26]. Another common feature among the genes translationally upregulated under heat stress is their lower propensity to form secondary structure, likely to facilitate ribosome binding and enhances translation [35, 36]. Furthermore, some of the transcripts preferentially translated under heat contain a putative G2 quadruplex in their 5′UTR. The increased RPF reads over the quadruplex structures correlate with the enhanced expression in the downstream CDS, suggesting a role in activating translation of the downstream ORF with a yet unclear mechanism. This is in line with an earlier observation that transcripts with highly structured 5′UTRs are enriched upon heat exposure [37]. Although the type of the secondary structure in the 5′UTR is not specified [37], the authors suggest a mechanism to sense heat in a similar fashion to the riboswitches in bacteria [38].

The duration of heat stress has different effects on transcriptional and translational programs. The sequence of response seems to follow a conserved pattern in microorganisms and mammalian systems. An initial reaction upon acute heat stress comprises global translational downregulation [18, 20] and a quick transcriptional activation of heat-shock proteins [39]. This first transcriptional burst is followed by an adaptive response which includes reprogramming of many cellular activities with a prominent activation of the heat-stress response, relating to protein folding and degradation, at both translational and transcriptional levels [39]. Previous studies in *A. thaliana* addressing short term (10–45 min) heat exposure provide evidence that translation is greatly inhibited [33, 34, 40]. By contrast, our data show that under prolonged heat exposure (3 h) translation is fully active (the polysomal fraction is only marginally changed, Additional file 1e), suggesting a common pattern of stress response between *A. thaliana*, mammalian cells and microorganisms. Despite the global translational repression under short term heat stress, some transcripts are selectively translated, which includes genes involved in transcriptional regulation, chromatin structure rearrangements, mRNA degradation, salicylic acid-mediated signaling and protein phosphorylation are activated under short term heat exposure [9, 33, 34, 40]. In contrast, extended heat stress (3 h) activates genes involved in heat-stress response and protein folding and deactivates genes related to the chromatin structure, cytoskeleton organization, cell wall synthesis, cell cycle, and anabolic processes. Strikingly, the most prominent gene groups translated in both short term [34] and extended heat stress (Additional file 3) as also observed for mammalian systems [39] suggesting a common features in maintaining heat stress among organisms.

Translation in chloroplasts shares many features with bacteria, including Shine-Dalgarno-driven initiation and polycistronic mRNAs. The prevalence of genes encoded in polycistronic transcripts in prokaryotes has been suggested as a mechanism to couple translation and control the stoichiometry of the single subunits in multisubunit complexes or to control the level of proteins with related functions in metabolic pathways [29]. Although the premise might be true for some examples, it does not explain how a higher number of subunit copies can be achieved downstream in the operon (the example with ATP synthetase, Fig. 5c). Furthermore, in bacteria translation rates among genes within the same operon are only weakly correlated [41] and the architecture of several metabolic pathways is robust against variations in the single proteins, suggesting that a precise translational coupling may not be crucial for their performance [42, 43]. In plastids of *A. thaliana*, we detected a clearly decoupled translation of single genes within an operon; each single ORF within one polycistronic message is initiated in an independent manner with distinct yield (the example with ATP synthetase, Fig. 5c). Similar observation has been made in plastids of maize [44] and in bacteria [30]. Rather than coupling of their translation, the differential synthesis rates within one message [45, 46] and/or degradation rates of the subunits [30] determine the precision to achieve the balanced stoichiometry of subunits. Under thermal stress, we observed variations in the translation rates of single subunits (Fig. 5e and Additional file 6) which lead to alterations in the production of the single subunits that deviated from the expected stoichiometry. Translation rates may change disproportionately because of temperature-dependent variations in the diffusion properties of the different translation components [47]. Precise control of the stoichiometry of protein complexes at elevated temperatures could also be established by differential degradation of the subunits at elevated growth temperatures [48–51].

## Conclusions

In summary, our data unravel new aspects in the adaptive response of *A. thaliana* to heat stress at the level of translation. The adaptation to heat exposure is fine-tuned by a sizeable set of genes whose translation is most likely regulated by different secondary structure elements. Furthermore, the Ribo-Seq and RNA-Seq data provide a vast resource of the *Arabidopsis* transcriptome and translatome at permissive temperature (i.e. control growth conditions) and under heat stress that can inform future experiments focused on understanding transcriptional and translational regulation of nuclear and plastid-encoded genes.

## Methods

### Plant growth and heat treatment

Wild-type Col-0 plants (The European Arabidopsis stock center NASC, ID N1092) were grown on soil in a greenhouse in a long-day condition (16 h/8 h, lamps Philips Master HPI-T Plus, 400 Watt Philips SON-T Agro, 400 Watt, light intensity ~140 μmol.m^−2^.s^−1^, humidity 60 %). The leaves from 15 pre-bolting, 3-week-old plants (stage 3.50 according to [52]) were exposed for 3 h at 37 °C with constant humidity of 60 % (heat stress; [7]), or at 22 °C and served as control. The choice of the duration of the thermal stress was also driven by the availability of data from a previous study addressing transcriptional changes using microarray technology [7]. Plants were pooled, leaves harvested and immediately frozen in liquid nitrogen and stored for further treatment. The total RNA was extracted using TRIzol reagent (Invitrogen), cDNA was synthesized with random hexamers and RevertAid™ H Minus First-Strand cDNA Synthesis Kit (Fermentas) and analyzed with qRT-PCR using Power SYBR Green Master Mix (Life Technologies) and with the following primer pairs: for HSP70 (At3g12580) 5′-CCGTCTTCGATGCTAAGCGTCT-3′ and 5′-AACCACAATCATAGGCTTCTCACC-3′; HSP101 (At1g74310) 5′-ATGACCCGGTGTATGGTGCTAG-3′ and 5′-CGCCTGCATCTATGTAAACAGTG-3′; HSFA2 (At2g26150) 5′-TCGTCAGCTCAATACTTATGGATTC-3′ and 5′-CACATGACATCCCAGATCCTTGC-3′; UBQ10: 5′-AAAGAGATAACAGGAACGGAAACATAGT-3′ and 5′-GGCCTTGTATAATCCCTGATGAATAAG-3′; At1g76880 main transcript 5′-ACGATGATGCAACTGGGTGGTG-3′ and 5′-AGCAGTTGTGACGGTTGTAGCC-3′; At1g76880 alternative transcript 5′-TCGGAGCAGAACTTTGATGATGA-3′ and 5′-GCTCGAACTCACCTCCTTCCTC-3′.

### Polysome profiling

Polysomes were isolated according to [53] with some modifications. Briefly, 10 g of leaf material was thawed in polysome extraction buffer (0.2 M Tris pH 7.4, 0.2 M KCl, 0.025 M EGTA, 0.035 M MgCl_2_, 1 % Brij-35, 1 % Triton X-100, 1 % Igepal CA 630, 1 % Tween 20, 1 % DOC, 1 % PTE, 5 mM DTT, 1 mM AEBSF, 100 μg/mL cyclohexamide, 100 μg/mL chloramphenicol), homogenized using a glass homogenizer, filtered through four layers of sterile cheese cloth and two layers of sterile Miracloth (Calbiochem) and incubated on ice for 10 min. The supernatant after centrifugation (4 °C, 16,000xg for 15 min) was additionally filtered through Miracloth and transferred onto a sucrose cushion solution (0.4 M Tris pH 7.4, 0.2 M KCl, 0.005 M EGTA, 0.035 M MgCl_2_, 1.75 M sucrose, 5 mM DTT, 100 μg/mL cyclohexamide, 100 μg/mL chloramphenicol) and centrifuged at 4 °C, 170,000xg for 3 h. The ribosome-containing pellet was gently resuspended in ice-cold resuspension buffer (0.2 M Tris pH 7.4, 0.2 M KCl, 0.025 M EGTA, 0.035 M MgCl_2_, 5 mM DTT, 100 μg/mL cyclohexamide, 100 μg/mL chloramphenicol) and applied onto 15 – 60 % sucrose gradient (0.04 M Tris pH 7.4, 0.02 M KCl, 0.01 M MgCl_2_, 100 μg/mL cyclohexemide, 100 μg/mL chloramphenicol) and centrifuged at 4 °C, 237,000xg for 1.5 h.

### Preparation of RPF and total mRNA libraries

Purified polysomes were digested with RNAse I (1.5U/1OD/1 μl) at 22 °C for 10 min, loaded directly onto 15–60 % sucrose gradient and centrifuged at 4 °C, 237,000xg for 1.5 h. The amount of loaded sample was normalized according to the input material, hence the variations in the samples mirror the different RNA content of each sample. The monosome fraction was concentrated with an Amicon-Ultra4 Centrifugal Unit (MWL 100 kDa) and RPFs were released by adding the release buffer (20 mM HEPES-KOH pH 7.4, 100 mM KCl, 1 mM EDTA, 2 mM DTT, 2 μl/ml Ribolock) and incubated for 10 min on ice and centrifuged at 4 °C, 1900xg for 30 min. RNA was extracted using the hot acid phenol method and depleted of rRNA using RiboMinus Plant Kit (Ambion). Samples were normalized on the input material.

Total RNA was extracted using TRIzol reagent and spiked with ERCC RNA Spike-In Mix (Ambion). rRNA was depleted using RiboMinus Plant Kit (Ambion), and randomly fragmented by alkaline lysis in alkaline fragmentation solution (2 mM EDTA, 12 mM Na_2_CO_3_, 87 mM NaHCO_3_) at 95 °C for 40 min. The randomly fragmented RNA was recovered by precipitation in the presence of glycogen.

The sequencing libraries were prepared according to [16]. Briefly, both randomly fragmented total RNA and RPF were loaded onto a 15 % TBE-polyacrylamide gel (containing 8 M urea). RNA fragments with a size of 25–35 nucleotides, which size corresponds to a nucleotide sequence covered by the ribosomes [16], were cut out of the gel and isolated by centrifugation at 17,000xg for 5 min to crush the gel, eluted by incubating with 3 M Na acetate buffer (pH 5.5) containing glycogen and RiboLock (Thermo Fischer Scientific) for 4 h at 4 °C and purified by precipitation with isopropanol. To those fragments 5′ and 3′ adaptors were ligated and subjected to deep sequencing on the Illumina Hiseq2000 platform.

### Mapping of the sequences and reads distribution analysis

The sequencing data was mapped against the TAIR 10 annotated *A. thaliana* genome (downloaded from ENSEMBL, version 21) using Bowtie 1.0.0. Perfectly mapped reads (i.e., without any mismatch) to an rRNA reference were discarded after the first mapping round. The remaining reads were the mapped to the genome, the parameters were adjusted according to the properties of very short reads (-v 2 -m 1 --strata --best -y) and only uniquely mapped reads were kept for further analysis. The number of raw reads unambiguously aligned to ORFs in both RNA-Seq and ribosome profiling data sets from two biological replicates were used to generate gene read counts, which were normalized as reads per million of the total mapped reads (rpm) or reads per kilobase per million of the total mapped reads (rpkm) [17].

### Differential expression and enrichment analysis

Mapped read counts were applied to protein coding transcripts using the longest annotated transcript for each AGI identifier. The detection limit (2 rpkm) in each experiment was determined from the linear range of detection of the Spike-In Mix and the selected reliably expressed transcripts were subjected to differential expression analysis by means of DESeq (version 1.16.0; [54]) using a false discovery rate of 0.1. Enrichment analyses were performed using DAVID [55, 56].

### Secondary structure analysis, motif search and analysis for putative G-quadruplex structures

Secondary structure of the 5′ UTRs and coding mRNAs was computed with RNAfold program (2.1.7; default parameters) from the ViennaRNA Package 2.0 [57] using a sliding window of 39 nt and assigning the minimal free energy to the middle nucleotide [35]. Average profiles for different gene groups were generated by taking the mean of their per-base folding energy contributions.

To identify conserved motifs in the sequences, we used MEME version 4.10.0_4 (available online at http://meme-suite.org/tools/meme). The parameters were set as motif minimal width of 6, motif maximal width of 20, maximal numbers of motifs 10 and ‘zero or one per sequence’.

The position of potential G-quadruplexes were predicted using custom R-scripts which analyzed the sequences for presence of G2-, G3- and G4-quadruplexes sequences matching the pattern G_2_N_1-7_G_2_N_1-7_G_2_N_1-7_G_2_, G_3_N_1-7_G_3_N_1-7_G_3_N_1-7_G_3_ and G_4_N_1-7_G_4_N_1-7_G_4_N_1-7_G_4_, respectively.

### Analysis of the protein production in chloroplasts

Protein production was determined using only the normalized RPF reads in the CDS normalized to the mRNA reads as described by Li et al. [30]. The protein abundance data we obtained were compared with the protein production in chloroplasts determined with mass spectrometry by Baginsky and colleagues [31]. The data from the two measurements [31] were averaged and only proteins present in both were used.

## Additional files

Additional file 1: Correlation of the sequencing data. (a, b) Correlation of the mRNA (a) and RPF (b) read counts. Only genes over the detection limit, determined by the spike-ins, in both Ribo-Seq and RNA-Seq are included. r, Pearson correlation coefficients. (c, d) Correlation of the normalized RPF and randomly fragmented mRNA counts for each gene from control plants (c) or plants subjected to heat stress (d). r, Pearson correlation coefficients. (e) Polysomal profiles of plants grown at permissive ambient temperature (blue) and upon exposure to heat stress for 3 h (red). Total RNA loaded on the gradients was normalized according to the mass of the material used for polysome purification. The profiles changed marginally for stress-exposed plants: the polysome fraction slightly decreased under stress with no increase of the monosomes suggesting fully functional translation. r, Person correlation coefficient. (f) Different groups of RNAs were detected in the samples. As expected, in the RPF samples around 90 % of the reads were mapped to protein-coding genes. Protein-coding genes were also feature to which the most RNA reads from the Ribo-Seq were mapped. In both types of samples, tRNA was the second most abundant group, reaching roughly 10 % in the RPF samples and 40 % in the RNA samples.
Additional file 2: Comparison of transcriptional and translational features of all protein-coding genes between control plants and those exposed to thermal stress. (a, b) Correlation of the normalized RPF (a) and randomly fragmented mRNA reads (b) for each gene from control plants or plants subjected to heat stress. (c, d) Symmetric distribution of the mRNA (black) and RPF (red) reads between the first and second halves of the CDS of each transcript for control (c) and heat stress (d). r, Pearson correlation coefficients.
Additional file 3: GO term analysis of the genes translationally and transcriptionally altered upon heat exposure for the genes groups for which changes with DESeq were detected (Fig. 1b). Cluster enrichment score represents the overall enrichment for a group in the input lists of terms and thus is informative of the most frequent GO terms. The horizontal lines mark the clusters.
Additional file 4: The mRNA levels of marker stress-related genes are upregulated under thermal stress. (a) Quantification of mRNA expression of marker genes upregulated by heat by means of qRT-PCR (white bars; mean ± SEM, *n* = 3). For comparison the mRNA expression in our RNA-Seq data set (gray bars) and microarray data (dark gray bars; [7]) is given. In all three representations, the mRNA expression values are presented as a fold change (log_2_) compared to the control plants. In qRT-PCR data the mRNA expression values were normalized to the expression of housekeeping gene UBQ10. (b) mRNA (gray) and RPF (red) coverage profiles of the stress marker genes under control and thermal stress conditions. The schematic of each gene is included; exons are designated in black.
Additional file 5: The expression level of genes with G2 and G3 quadruplexes in the CDS do not change upon stress exposure. (a, b) The expression level in the vicinity of the putative G2 (a) or G3 (b) quadruplexes in the CDS is not changed between heat stress-exposed (red) and the control plants (blue). RPF coverage (rpm) was normalized to the mRNA reads at each position and each gene in the set is equally weighted. The first nucleotide of the G2 quadruplexes is at position 200. *p*-values on the top of the plots were calculated with Wilcoxon signed rank sum test.
Additional file 6: Heat stress-induced changes in the production of protein subunits of the plastid protein complexes. (a, b) Expression level and stoichiometry of the subunits in various chloroplast-encoded protein complexes in control plants (a) and in plants exposed to heat stress (b). Genes encoded within one operon are shown in the same color.

## Abbreviations

bp: Basepairs
CDS: Coding sequence
nt: Nucleotide
ORF: Open-reading frame
RPF: Ribosome-protected fragments

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 1: — Correlation of the sequencing data. (a, b) Correlation of the mRNA (a) and RPF (b) read counts. Only genes over the detection limit, determined by the spike-ins, in both Ribo-Seq and RNA-Seq are included. r, Pearson correlation coefficients. (c, d) Correlation of the normalized RPF and randomly fragmented mRNA counts for each gene from control plants (c) or plants subjected to heat stress (d). r, Pearson correlation coefficients. (e) Polysomal profiles of plants grown at permissive ambient temperature (blue) and upon exposure to heat stress for 3 h (red). Total RNA loaded on the gradients was normalized according to the mass of the material used for polysome purification. The profiles changed marginally for stress-exposed plants: the polysome fraction slightly decreased under stress with no increase of the monosomes suggesting fully functional translation. r, Person correlation coefficient. (f) Different groups of RNAs were detected in the samples. As expected, in the RPF samples around 90 % of the reads were mapped to protein-coding genes. Protein-coding genes were also feature to which the most RNA reads from the Ribo-Seq were mapped. In both types of samples, tRNA was the second most abundant group, reaching roughly 10 % in the RPF samples and 40 % in the RNA samples.

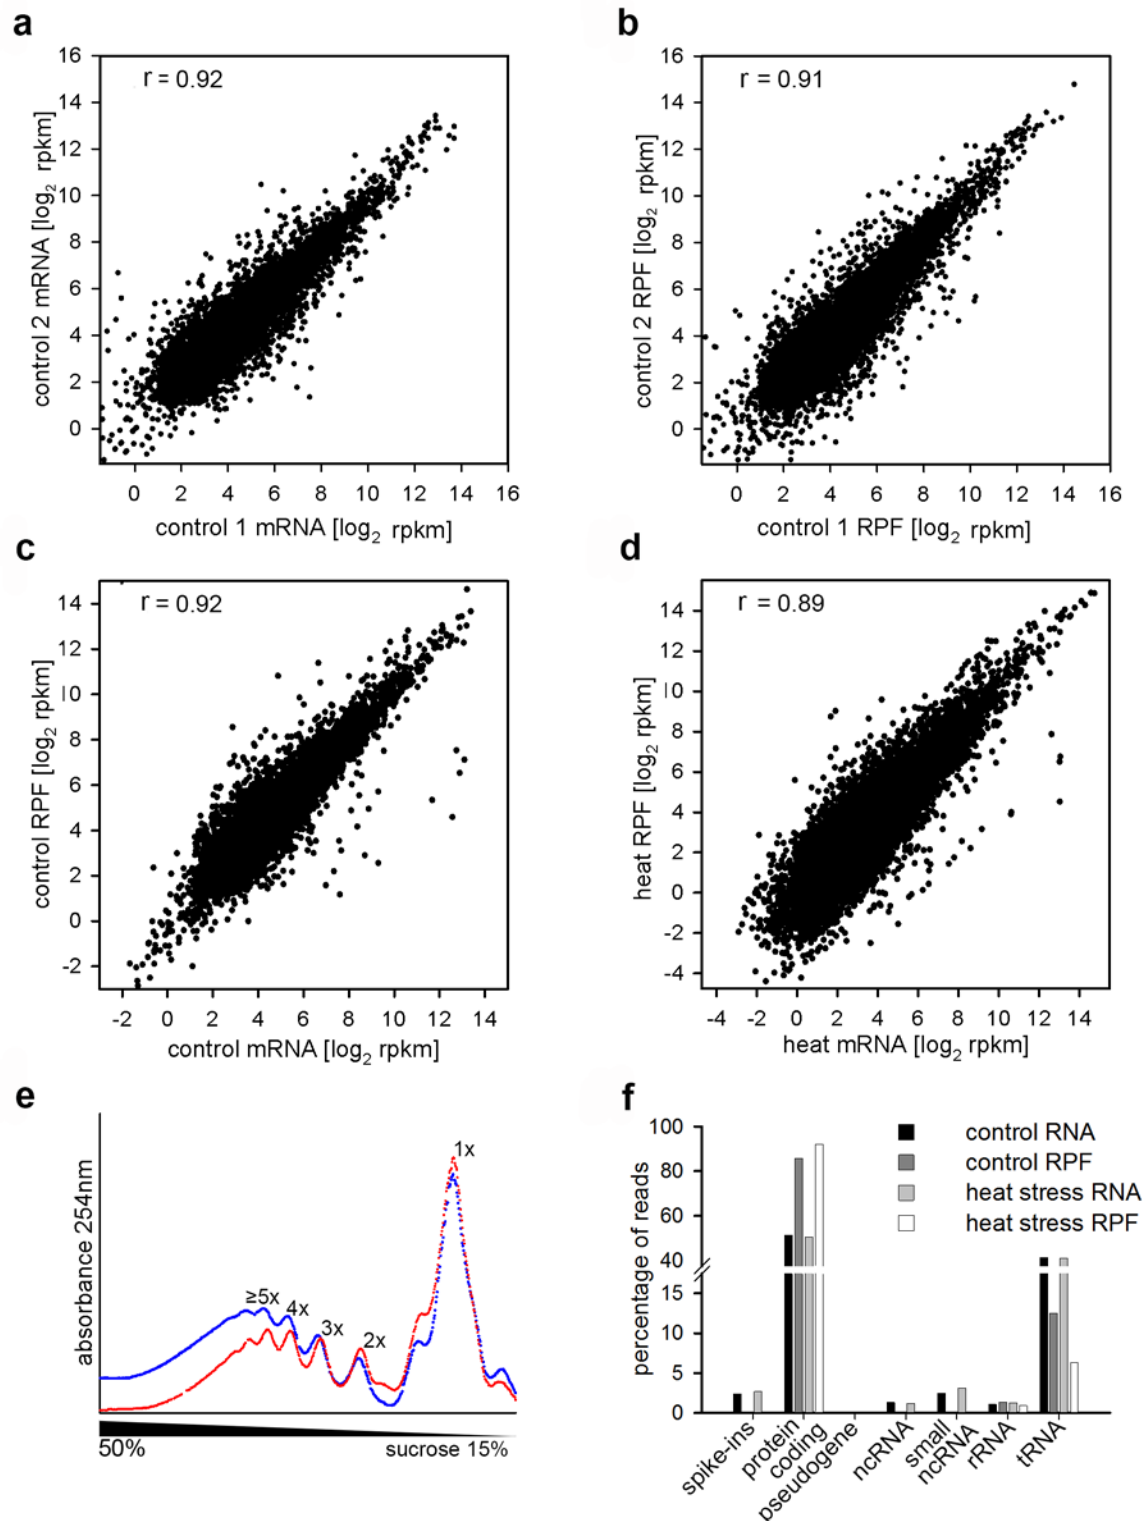

Additional File 1. Correlation of the sequencing data. (**a**, **b**) Correlation of the mRNA (**a**) and RPF (**b**) read counts. Only genes over the detection limit, determined by the spike-ins, in both Ribo-Seq and RNA-Seq are included.  $r$ , Pearson correlation coefficients. (**c**, **d**) Correlation of

the normalized RPF and randomly fragmented mRNA counts for each gene from control plants (c) or plants subjected to heat stress (d). r, Pearson correlation coefficients. (e) Polysomal profiles of plants grown at permissive ambient temperature (blue) and upon exposure to heat stress for 3h (red). Total RNA loaded on the gradients was normalized according to the mass of the material used for polysome purification. The profiles changed marginally for stress-exposed plants: the polysome fraction slightly decreased under stress with no increase of the monosomes suggesting fully functional translation. r, Pearson correlation coefficient. (f) Different groups of RNAs were detected in the samples. As expected, in the RPF samples around 90% of the reads were mapped to protein-coding genes. Protein-coding genes were also feature to which the most RNA reads from the Ribo-Seq were mapped. In both types of samples, tRNA was the second most abundant group, reaching roughly 10% in the RPF samples and 40% in the RNA samples.

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 2: — Comparison of transcriptional and translational features of all protein-coding genes between control plants and those exposed to thermal stress. (a, b) Correlation of the normalized RPF (a) and randomly fragmented mRNA reads (b) for each gene from control plants or plants subjected to heat stress. (c, d) Symmetric distribution of the mRNA (black) and RPF (red) reads between the first and second halves of the CDS of each transcript for control (c) and heat stress (d). r, Pearson correlation coefficients.

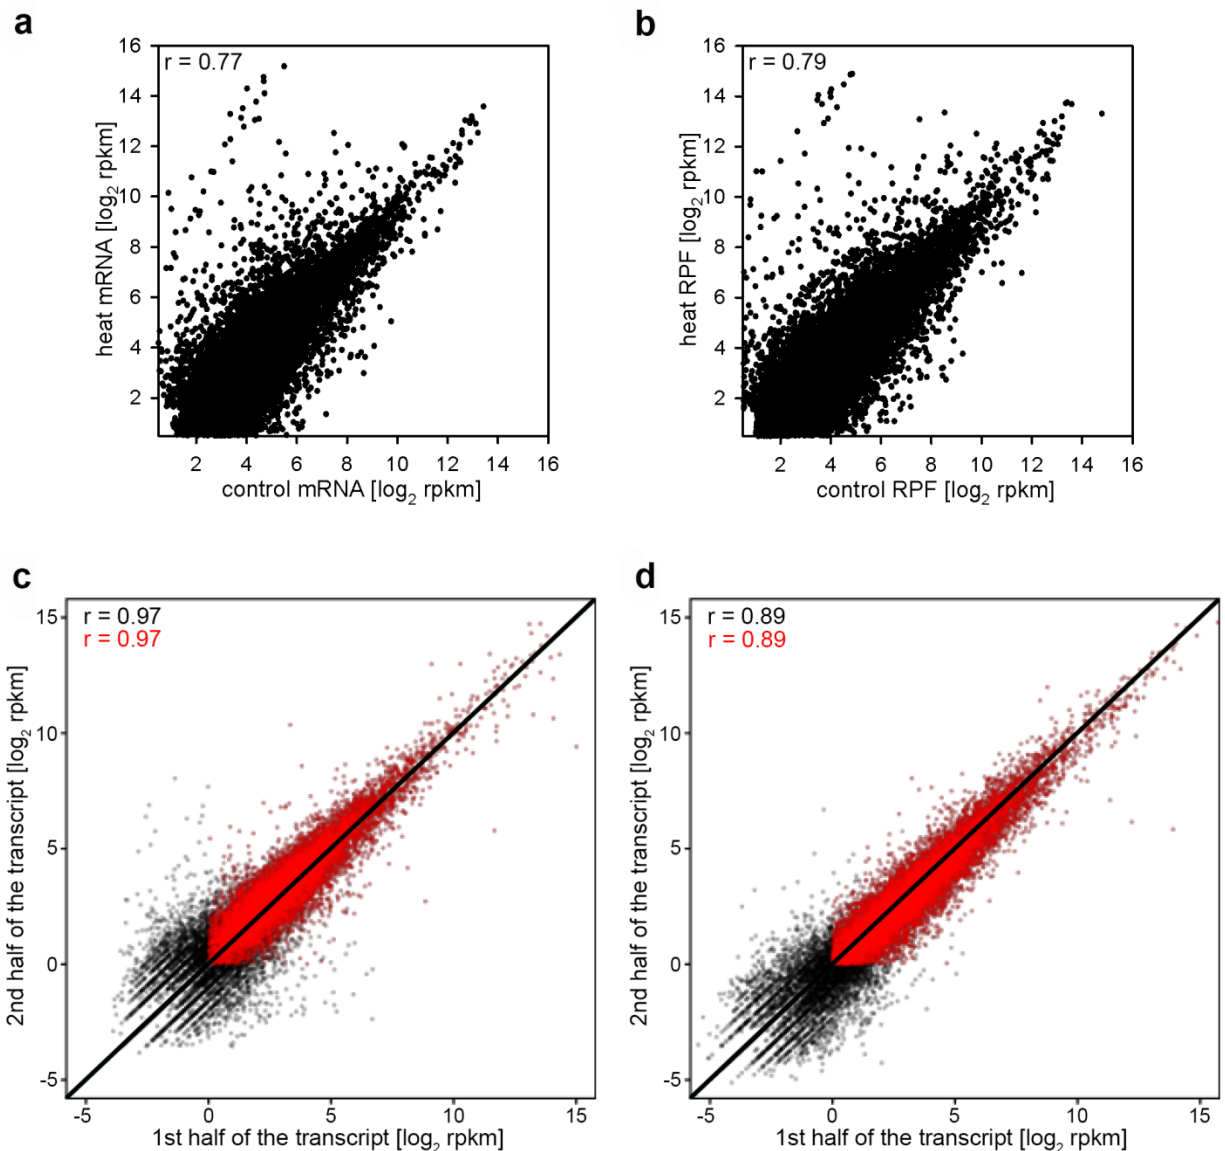

Additional File 2. Comparison of transcriptional and translational features of all protein-coding genes between control plants and those exposed to thermal stress. **(a, b)** Correlation of the normalized RPF (a) and randomly fragmented mRNA reads (b) for each gene from control plants or plants subjected to heat stress. **(c, d)** Symmetric distribution of the mRNA (black) and RPF (red) reads between the first and second halves of the CDS of each transcript for control (c) and heat stress (d).  $r$ , Pearson correlation coefficients.

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 3: — GO term analysis of the genes translationally and transcriptionally altered upon heat exposure for the genes groups for which changes with DESeq were detected (Fig. 1b). Cluster enrichment score represents the overall enrichment for a group in the input lists of terms and thus is informative of the most frequent GO terms. The horizontal lines mark the clusters.

| GO-term<br>both down                     | Count | P-value  | Cluster<br>enrichment<br>score |
|------------------------------------------|-------|----------|--------------------------------|
| nucleosome                               | 7     | 1.05E-08 | 4.681                          |
| protein-DNA complex                      | 7     | 2.00E-08 |                                |
| nucleosome assembly                      | 7     | 2.37E-08 |                                |
| nucleosome organization                  | 7     | 2.37E-08 |                                |
| chromatin assembly                       | 7     | 2.82E-08 |                                |
| protein-DNA complex assembly             | 7     | 3.07E-08 |                                |
| DNA packaging                            | 7     | 4.61E-08 |                                |
| chromatin                                | 7     | 9.77E-08 |                                |
| chromatin assembly or disassembly        | 7     | 1.44E-07 |                                |
| chromosomal part                         | 7     | 2.37E-06 |                                |
| chromosome                               | 7     | 1.35E-05 |                                |
| cellular macromolecular complex          | 7     | 1.59E-05 |                                |
| assembly                                 | 7     | 2.12E-05 |                                |
| chromatin organization                   | 7     | 2.54E-05 |                                |
| cellular macromolecular complex subunit  | 7     | 5.32E-05 |                                |
| organization                             | 7     | 6.85E-05 |                                |
| chromosome organization                  | 7     | 6.85E-05 |                                |
| macromolecular complex assembly          | 7     | 9.97E-05 |                                |
| macromolecular complex subunit           | 7     | 9.97E-05 |                                |
| organization                             | 7     | 9.97E-05 |                                |
| cellular amino acid biosynthetic process | 4     | 1.25E-02 | 1.565                          |
| amine biosynthetic process               | 4     | 1.65E-02 |                                |
| organic acid biosynthetic process        | 5     | 2.20E-02 |                                |
| carboxylic acid biosynthetic process     | 5     | 2.20E-02 |                                |
| cellular carbohydrate biosynthetic       | 5     | 1.50E-03 | 1.535                          |
| process                                  | 5     | 4.37E-03 |                                |
| carbohydrate biosynthetic process        | 5     | 4.37E-03 |                                |

| GO-term<br>mRNA down RPF 0        | Count | P-value  | Cluster<br>enrichment<br>score |
|-----------------------------------|-------|----------|--------------------------------|
| cell wall                         | 7     | 3.45E-03 | 2.089                          |
| extemRNAI encapsulating structure | 7     | 3.71E-03 |                                |
| cell wall modification            | 4     | 4.22E-03 |                                |
| extracellular region              | 9     | 8.53E-03 |                                |
| plant-type cell wall              | 4     | 2.85E-02 |                                |
| cell wall organization            | 4     | 2.92E-02 |                                |
| extemRNAI encapsulating structure | 4     | 3.37E-02 |                                |
| organization                      | 4     | 3.37E-02 |                                |
| defense response                  | 7     | 3.57E-02 | 1.170                          |
| response to light stimulus        | 5     | 2.55E-02 | 1.108                          |
| response to radiation             | 5     | 2.85E-02 |                                |
| response to gibberellin stimulus  | 3     | 3.37E-02 |                                |

| GO-term<br>mRNA 0 RPF up         | Count | P-value  | Cluster<br>enrichment<br>score |
|----------------------------------|-------|----------|--------------------------------|
| response to abiotic stimulus     | 28    | 1.03E-03 | 2.237                          |
| response to temperature stimulus | 12    | 3.66E-03 |                                |
| response to osmotic stress       | 12    | 8.77E-03 |                                |
| response to salt stress          | 10    | 3.41E-02 |                                |
| cofactor biosynthetic process    | 26    | 3.07E-03 | 1.895                          |
| iron-sulfur cluster assembly     | 22    | 2.59E-02 |                                |
| metallo-sulfur cluster assembly  | 19    | 2.59E-02 |                                |

| GO-term<br>both up                  | Count | P-value  | Cluster<br>enrichment<br>score |
|-------------------------------------|-------|----------|--------------------------------|
| response to heat                    | 65    | 5.14E-74 | 50.425                         |
| response to temperature stimulus    | 75    | 6.80E-53 |                                |
| response to abiotic stimulus        | 100   | 4.89E-34 |                                |
| protein folding                     | 52    | 1.62E-35 | 24.236                         |
| unfolded protein binding            | 23    | 3.43E-16 |                                |
| response to high light intensity    | 21    | 2.40E-22 | 13.774                         |
| response to inorganic substance     | 52    | 1.49E-19 |                                |
| response to light intensity         | 22    | 1.69E-18 |                                |
| response to oxidative stress        | 32    | 1.05E-13 |                                |
| response to reactive oxygen species | 22    | 2.12E-12 |                                |
| response to hydrogen peroxide       | 20    | 5.76E-12 |                                |
| response to light stimulus          | 33    | 6.06E-09 |                                |
| response to radiation               | 33    | 1.36E-08 |                                |

| GO-term<br>mRNA up RPF 0           | Count | P-value  | Cluster<br>enrichment<br>score |
|------------------------------------|-------|----------|--------------------------------|
| intracellular organelle lumen      | 8     | 1.15E-03 | 2.096                          |
| organelle lumen                    | 8     | 1.15E-03 |                                |
| membrane-enclosed lumen            | 8     | 1.24E-03 |                                |
| nuclear lumen                      | 6     | 6.41E-03 |                                |
| non-membrane-bounded organelle     | 8     | 2.29E-02 |                                |
| intracellular non-membrane-bounded | 8     | 2.29E-02 | 1.214                          |
| organelle                          | 8     | 2.29E-02 |                                |
| ATPase activity                    | 6     | 2.72E-02 |                                |
| ribonucleotide binding             | 16    | 4.44E-02 |                                |
| purine ribonucleotide binding      | 16    | 4.44E-02 |                                |
| nucleotide binding                 | 19    | 4.49E-02 | 1.181                          |
| ATPase activity                    | 6     | 2.72E-02 |                                |
| ATPase activity, coupled           | 5     | 3.78E-02 |                                |

| GO-term<br>mRNA 0 RPF down         | Count | P-value  | Cluster<br>enrichment<br>score |
|------------------------------------|-------|----------|--------------------------------|
| microtubule motor activity         | 14    | 3.76E-15 | 9.970                          |
| microtubule-based movement         | 14    | 6.01E-15 |                                |
| microtubule-based process          | 16    | 6.29E-15 |                                |
| microtubule                        | 17    | 8.54E-15 |                                |
| motor activity                     | 15    | 2.05E-14 |                                |
| microtubule cytoskeleton           | 18    | 6.37E-14 |                                |
| cytoskeletal part                  | 19    | 9.08E-14 |                                |
| cytoskeleton                       | 19    | 5.65E-12 |                                |
| microtubule associated complex     | 10    | 1.09E-09 |                                |
| ATP binding                        | 37    | 2.95E-05 |                                |
| adenyl ribonucleotide binding      | 37    | 3.82E-05 |                                |
| purine ribonucleotide binding      | 37    | 3.18E-04 |                                |
| ribonucleotide binding             | 37    | 3.18E-04 |                                |
| non-membrane-bounded organelle     | 23    | 5.17E-04 |                                |
| intracellular non-membrane-bounded | 23    | 5.17E-04 |                                |
| organelle                          | 23    | 5.17E-04 | 3.560                          |
| calmodulin binding                 | 10    | 9.45E-06 |                                |
| cell cycle process                 | 8     | 4.58E-05 | 2.750                          |
| cell cycle                         | 9     | 2.68E-04 |                                |
| M phase                            | 5     | 2.45E-03 |                                |
| cell cycle phase                   | 5     | 4.08E-03 |                                |
| cell division                      | 6     | 7.42E-03 |                                |
| cytokinesis                        | 3     | 3.46E-02 |                                |

Additional File 3. GO term analysis of the genes translationally and transcriptionally altered upon heat exposure for the genes groups for which changes with DESeq were detected (Fig. 1b). Cluster enrichment score represents the overall enrichment for a group in the input lists of terms and thus is informative of the most frequent GO terms. The horizontal lines mark the clusters.

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 4: — The mRNA levels of marker stress-related genes are upregulated under thermal stress. (a) Quantification of mRNA expression of marker genes upregulated by heat by means of qRT-PCR (white bars; mean ± SEM, n = 3). For comparison the mRNA expression in our RNA-Seq data set (gray bars) and microarray data (dark gray bars; [7]) is given. In all three representations, the mRNA expression values are presented as a fold change (log2) compared to the control plants. In qRT-PCR data the mRNA expression values were normalized to the expression of housekeeping gene UBQ10. (b) mRNA (gray) and RPF (red) coverage profiles of the stress marker genes under control and thermal stress conditions. The schematic of each gene is included; exons are designated in black.

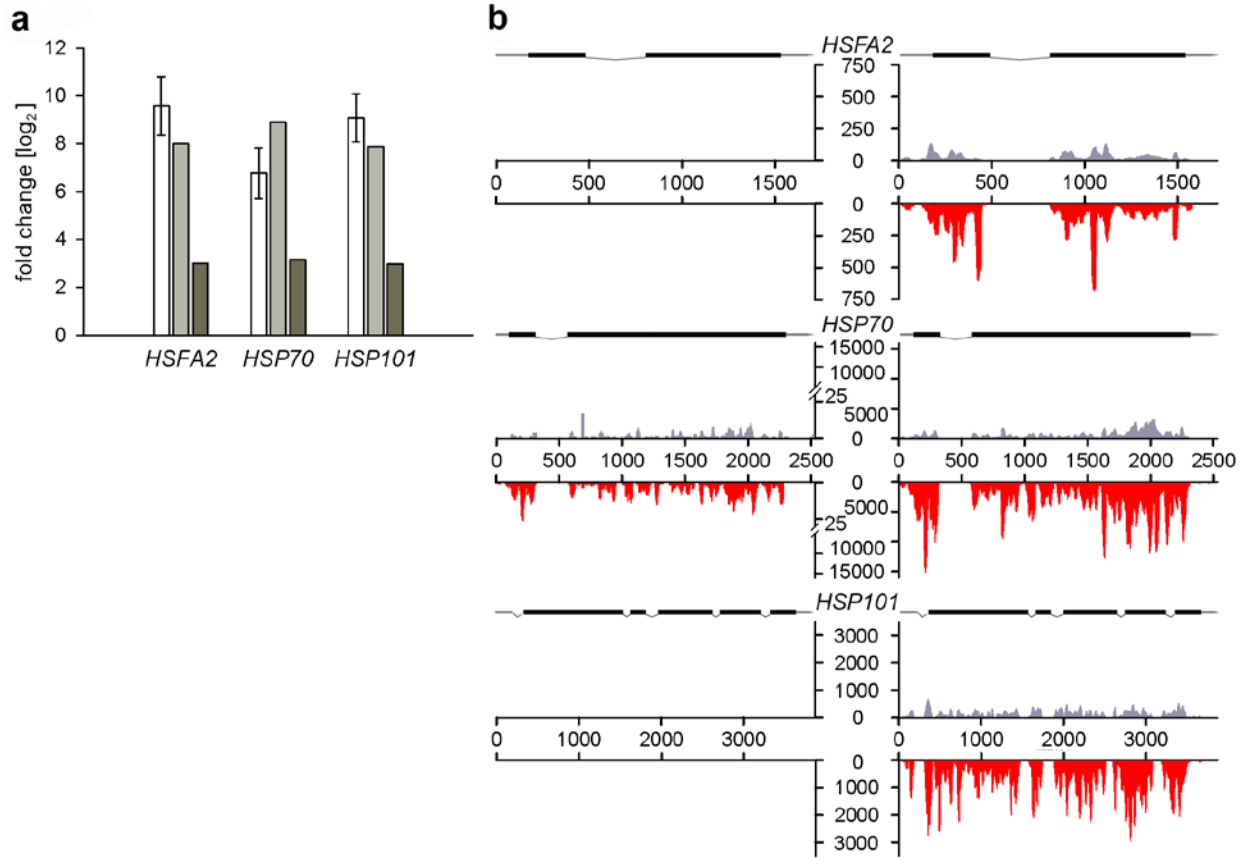

Additional File 4. The mRNA levels of marker stress-related genes are upregulated under thermal stress. **(a)** Quantification of mRNA expression of marker genes upregulated by heat by means of qRT-PCR (white bars; mean  $\pm$  SEM,  $n = 3$ ). For comparison the mRNA expression in our RNA-Seq data set (gray bars) and microarray data (dark gray bars; [7]) is given. In all three representations, the mRNA expression values are presented as a fold change ( $\log_2$ ) compared to the control plants. In qRT-PCR data the mRNA expression values were normalized to the expression of housekeeping gene UBQ10. **(b)** mRNA (gray) and RPF (red) coverage profiles of the stress marker genes under control and thermal stress conditions. The schematic of each gene is included; exons are designated in black.

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 5: — The expression level of genes with G2 and G3 quadruplexes in the CDS do not change upon stress exposure. (a, b) The expression level in the vicinity of the putative G2 (a) or G3 (b) quadruplexes in the CDS is not changed between heat stress-exposed (red) and the control plants (blue). RPF coverage (rpm) was normalized to the mRNA reads at each position and each gene in the set is equally weighted. The first nucleotide of the G2 quadruplexes is at position 200. p-values on the top of the plots were calculated with Wilcoxon signed rank sum test.

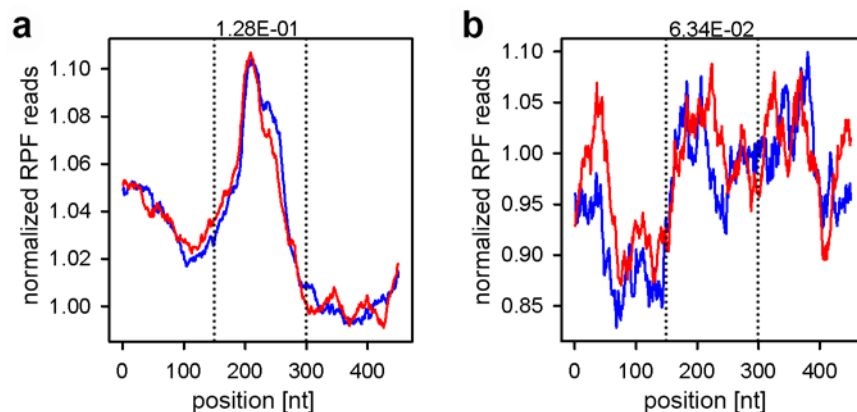

Additional File 5. The expression level of genes with G2 and G3 quadruplexes in the CDS do not change upon stress exposure. **(a, b)** The expression level in the vicinity of the putative G2 (a) or G3 (b) quadruplexes in the CDS is not changed between heat stress-exposed (red) and the control plants (blue). RPF coverage (rpm) was normalized to the mRNA reads at each position and each gene in the set is equally weighted. The first nucleotide of the G2 quadruplexes is at position 200. *p*-values on the top of the plots were calculated with Wilcoxon signed rank sum test.

# Supplementary material for: Insights into the adaptive response of Arabidopsis thaliana to prolonged thermal stress by ribosomal profiling and RNA-Seq
**Source:** BMC Plant Biol. 2016 Oct 10;16:221. doi: 10.1186/s12870-016-0915-0
**Supplement:** Additional file 6: — Heat stress-induced changes in the production of protein subunits of the plastid protein complexes. (a, b) Expression level and stoichiometry of the subunits in various chloroplast-encoded protein complexes in control plants (a) and in plants exposed to heat stress (b). Genes encoded within one operon are shown in the same color.

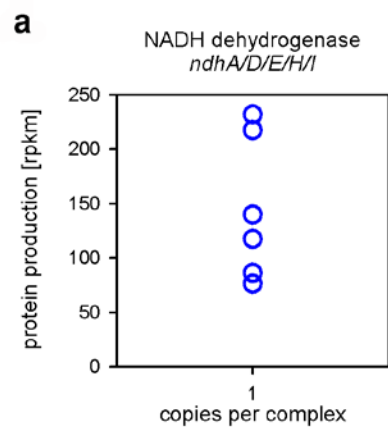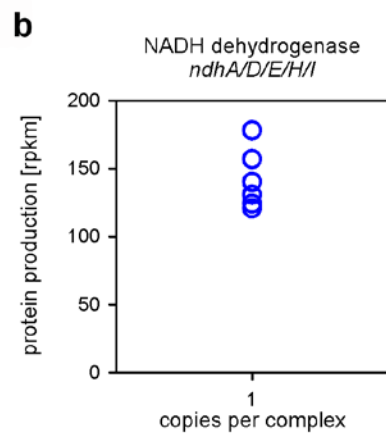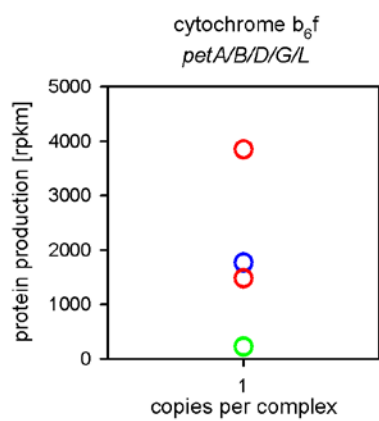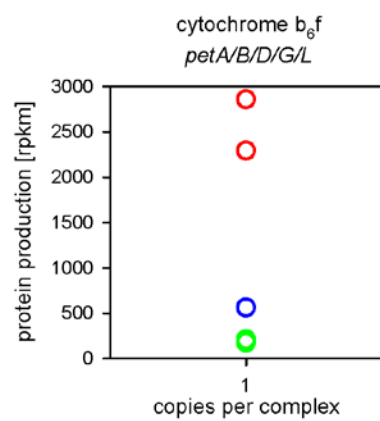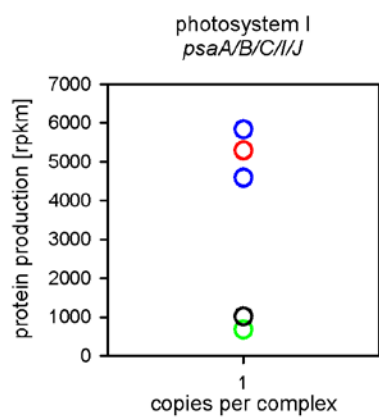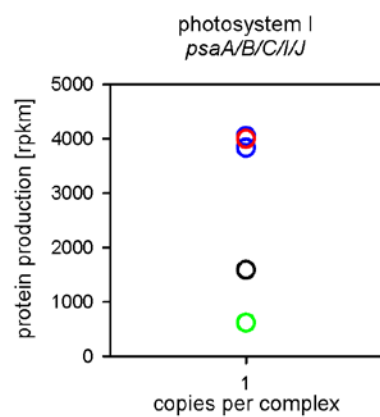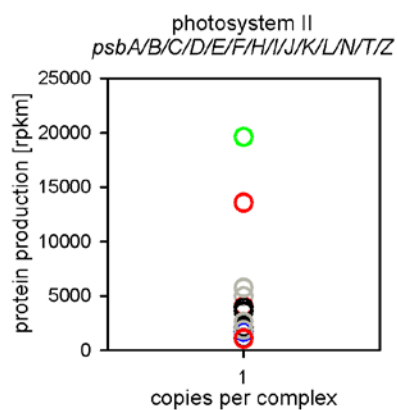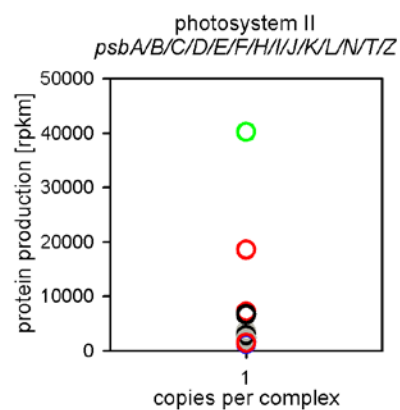

Additional File 6. Heat stress-induced changes in the production of protein subunits of the plastid protein complexes. **(a, b)** Expression level and stoichiometry of the subunits in various chloroplast-encoded protein complexes in control plants (a) and in plants exposed to heat stress (b). Genes encoded within one operon are shown in the same color.

How the deposited data were processed for this re-analysis (not part of the article)

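Leaves of Arabidopsis plants were sampled after 3 h at 37 °C and from plants kept at control temperature, which the methods give as 22 °C and the sample labels as 23 °C. Each set comprised 15 plants aged 3 weeks. The files analysed here hold 6 samples, 2 control and 1 heat sample of RNA-Seq and 2 control and 1 heat sample of Ribo-Seq. Samples were grouped by assay and temperature from their labels and the paper. For each assay the labels name a control sample and its biological replicate, which were numbered 1 and 2 here. The mRNA and RPF libraries of one number were taken to come from the same plants, which is an inference.

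The authors removed reads matching rRNA perfectly, mapped the others to the TAIR10 genome (Ensembl version 21) with Bowtie 1.0.0, kept uniquely mapped reads and assigned them to the longest annotated transcript of each gene. The authors deposited rpkm values (read numbers scaled by region length and by the mapped total) for CDS, 5′UTR and 3′UTR in each sample separately, without pooling replicates. Read counts are not in the files, so no count-based test was used. Because only uniquely mapped reads were kept, near-identical genes lose reads. The values of the UTR files follow another per-million scale than those of the CDS files. UTR and CDS rpkm were therefore not compared in size within a sample. Only read numbers were set together, for 3′UTR reads per CDS read and for the chloroplast share with UTR reads.

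Depth was recovered from the low values. For a gene counted in whole reads, rpkm times length times the per-million total is a whole number, and the total was chosen at which the nuclear genes with 1 annotated transcript came out whole. With the 3 nt of the stop codon left out of the CDS and a tolerance of 0.02 reads, between 98.77 and 98.82 % of 7307 such genes did. The totals were 3825780 and 3908748 for control mRNA 1 and 2, 3756637 for heat mRNA, 9388529 and 11819659 for control RPF 1 and 2, and 12972110 for heat RPF. For plastid genes a larger total fitted, from 13118300 to 17349914. The plastid identifiers in the files were matched to the annotated CDSs by their order along the genome and by whole reads, which succeeded for 69 of 73. A test stretch of 14 plastid genes, 10 of which could be scored, had a score of 1.0000 at the matched scale and of 0.9578 at best at any other. The UTR files gave whole reads for 16.4 to 21.8 % of 5′UTR values and 32.2 to 34.2 % of 3′UTR values, after 2 nt were added to each length, so their read numbers are approximate. These offsets and the plastid matching were settled after seeing the values. Reads set the precision of each gene. The median nuclear gene had 55.1 reads in heat mRNA and 142 in heat RPF, and 1375 and 471 nuclear genes had fewer than 10.

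Sequences, coordinates and gene names came from the TAIR10.1 assembly with its Araport11 gene models, of which the longest transcript was used, while the authors used the annotation of an earlier release. Of 14436 nuclear genes in the files, 14423 were found there.

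Differential expression was tested on log2(CDS rpkm + 1) with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3, separately for mRNA and RPF, with Benjamini-Hochberg adjustment and a threshold of 0.1. A fold change is on the log2(rpkm + 1) scale, which understates changes of low genes. Genes had to reach 2 rpkm, the paper's detection limit, in the control mean or in heat in both assays. All 14537 genes did, so this filter removed none. The residual spread rests on the control pair, with 1 residual degree of freedom, because heat has a single sample. Translational efficiency was tested in 1 fit over all 6 samples as the interaction of assay and heat. The authors' analysis used DESeq on read counts.

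These fits were tested on simulated data in which 200 genes were changed for the tests of mRNA and of translational efficiency. Simulated mRNA and RPF values varied independently of each other, unlike those of the control samples. The changed set was larger for RPF. At a log2 change of 2, 58.5 % of the changed genes were recovered in mRNA, 50 % in RPF and 8.5 % in translational efficiency. At 4, the shares were 100, 100 and 94 %. At a log2 change of 2, 15.8 % of the genes called in mRNA and 14.2 % of those called in RPF had not been changed, above the nominal 10 %. The permutation test was tested on 200 simulated sets without a difference, of which 15 gave a p under 0.05, where 10 are expected by chance. The number of sets was raised from 20 to 200 after 3 of the first 20 had passed.

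Folding energies were computed with RNAfold (ViennaRNA 2.7.2) in windows of 39 nt on the spliced transcript, and averaged per gene over the windows centred on positions -100 to -1 from the start codon. Gene sets were compared by permutation with 100000 resamples, for which the smallest p is 1e-05. Quadruplex patterns were 4 runs of G separated by 1 to 7 nt, counted without overlap on the transcript strand. Gene sets were defined by words in the annotated gene names and tested with Fisher's exact test. Correlations across genes carry no p. The subunits of the ATP synthase were tested with an exact permutation test, whose smallest p is 0.0333. The share of chloroplast reads was planned as rpkm times CDS length. The files turned out to use different per-million totals for plastid and nuclear genes, so the main value uses reads recovered at both totals, and the planned form is given as an alternative. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

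Genes named in the text are those the paper names and, in each of the 6 groups, the 3 with the largest change among those that changed the same way against each control replicate. A few of the latter are described and the others are left out for brevity. Alternatives covered the pseudocount (0.1 and 2), the filter on low values, centring each sample on its median, eBayes without trend, an adjusted p of 0.05, 1 fit over all 6 samples, a z score against the control pair in 20 bins of expression, the replicate number as a block, Spearman's rho, and leaving out each control replicate. Further alternatives concern sequence, length, overlap and copy number. The mapping of samples, the designs, the rule for named genes and these alternatives were fixed before the processed files arrived. Those added later are named as such where they appear.

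Left out were polysome profiles, qRT-PCR, DAVID enrichment and protein abundance, because the files analysed here hold none of the data they need. The same holds for reads along single positions (coverage around quadruplexes, the parts of a gene compared by the paper and the start of the alternative transcript). Motif searches were also left out, although sequences and gene lists for them were at hand.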

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

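Both results flagged here come from mitochondrial genes, which the paper does not discuss. Of 28 such genes in the files (33 CDSs are annotated), 18 had higher mRNA in the heat sample than in both control samples, while most nuclear genes moved the other way. Their median log2 fold change was 0.277 in mRNA. In RPF only 3 genes lay above both controls and the median was -0.218. Control RPF replicate 1 lay above replicate 2 in 26 of the 28 genes, by a median log2 ratio of 2.71. The RPF count and median therefore depend strongly on the control replicate. Whether mRNA and RPF differ here was not tested as a set. The SD over these genes of the log2 ratio of the control replicates was 0.589 in mRNA and 1.51 in RPF, and only 2 genes in mRNA and 4 in RPF passed a limma adjusted p of 0.1.

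A candidate explanation is the scaling of each sample, which moves all mitochondrial genes together. After each sample was divided by its own median over the mitochondrial genes, 6 of the 28 genes stayed above both controls, fewer than the 14 set as the limit. This division gives the median gene the same value in every sample, so a count under 14 was likely in any case. The test therefore cannot decide whether a per-million scaling shifts all mitochondrial genes of a sample together, and that explanation stays open. Low counts were tested as well. The 18 genes had a median control value of 207 rpkm, which is 7.14 times that of the other mitochondrial genes (29.0 rpkm), the opposite of what low counts would give. Both predictions were written only after the 18 genes had been seen. A shift of all genes together is also what a change in the amount of mitochondrial RNA under heat would give, and a single heat sample cannot separate these readings. Reads shared with nuclear copies of mitochondrial sequence and a difference between library batches were not tested.

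The single gene flagged is ATMG00630. Its mRNA was 7.13 and 4.65 rpkm in the control replicates and 47.6 rpkm in heat, a log2 fold change of 2.84 (standard error 0.486, limma adjusted p = 0.00660), and its RPF changed by 3.46 (limma adjusted p = 0.0378). It was flagged because it lies outside the genes the paper discusses and above both controls. No explanation specific to this gene was tested, and with 1 heat sample the increase has no replicate check. No group of samples here has 4 members, so no sample was tested as an outlier.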

How the results depend on the processing

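Under every setting tried, the number of genes upregulated in both mRNA and RPF stayed between 332 and 580 (498 in the main fit). The direction of every heat shock gene named was kept. The enrichment of heat shock, histone and kinesin genes and the folding difference of the genes upregulated in RPF only kept their sign and stayed past the test threshold, but not their size. With groups formed after centring each sample on its median, added after seeing the data, the odds ratio was 10.9 in place of 5.15 for histone genes (7 genes in place of 19) and 14.6 in place of 4.31 for kinesin genes (5 in place of 7), and the folding difference was 0.249 in place of 0.408. Of the values of headline results under alternatives, 124 were the same, 52 moved, 2 became weaker, 2 stronger and 4 reversed. Of those for single genes, 282 were the same, 7 became weaker, 3 stronger and 8 reversed. Not filtering low values equals the main setting, because every gene passes the filter, and is no test of it.

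Centring each sample on its median moved the downregulated groups and the genes upregulated in RPF only most. It gave 310 genes downregulated in both in place of 2485, 347 downregulated in mRNA only in place of 918, 265 upregulated in RPF only in place of 111 and 309 downregulated in RPF only in place of 1510. Centring removes the downward shift of the median gene, which may stem from the reads taken by induced genes (0.787 of the shift, the lower of both measurements, follows from their share). It turned small decreases into increases, for UBQ10 in RPF to 0.194, atpB in mRNA and RPF to 0.0350 and 0.121, atpE to 0.145 and 0.0125, atpH in mRNA to 0.120 and atpI to 0.0387 and 0.166. The median is that of mostly nuclear genes, whereas plastid genes follow another per-million scale. For the atp genes these reversals therefore do not settle whether the decrease comes from the scaling. With groups formed after centring, an alternative chosen after seeing the data, the folding energy of genes downregulated in RPF only was 0.311 above that of the other genes in place of -0.251, and 11 and 4 genes had higher 5′UTR and 3′UTR RPF in place of 6 and 1.

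Requiring 2 rpkm in all 6 samples left 1183 genes downregulated in both, 69 upregulated and 629 downregulated in RPF only. It keeps 11933 genes and drops those under the limit in any sample, heat included. An adjusted p of 0.05 gave 1302, 62 and 983. One fit over all 6 samples, which pools the spread of mRNA and RPF, gave 86 upregulated and 442 downregulated in mRNA only and 191 upregulated in RPF only. In simulated data this fit had the larger share of false calls, 19.3 % in RPF against 14.2 %. The rule of a log2 fold change of at least 1 in the UTR gave 46 and 56 genes in place of 6 and 1. It involves no test and no effective limit on low read numbers.

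With the replicate number as a block, 1 gene changed upwards and 15 downwards in translational efficiency in place of 0. The pairing is inferred from which control libraries the labels call biological replicates. Deviations of mRNA and RPF with the same number correlated across genes with r = 0.533, those with different numbers with -0.533, which mirror each other by design when there are 2 replicates. In the fits of mRNA or RPF alone a block could not change the result.

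For correlations across genes, a pseudocount of 0.1 gave 0.924 and 0.917 for control mRNA and control RPF, 0.895 for RPF against mRNA in heat, and 0.7997 and 0.812 for heat against control in mRNA and RPF. A pseudocount of 2 gave 0.931 and 0.925 for the control pairs. Genes with 2 rpkm in all samples gave 0.9196 for control RPF and 0.883 for RPF against mRNA in heat. Spearman's rho was 0.903, 0.894, 0.876, 0.787 and 0.805 in the order of the first setting, and 0.8003 for the log2 fold changes. Leaving out each control replicate in turn gave from 0.883 to 0.935 for RPF against mRNA in control, from 0.791 to 0.807 and from 0.803 to 0.820 for heat against control in mRNA and RPF, from 0.816 to 0.886 for the log2 fold changes of all genes and from 0.651 to 0.791 for those of plastid genes. It gave from 0.772 to 0.926 for rho of the ATP synthase and from 0.497 to 0.518 for the SD of its subunits.

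Dividing RPF by mRNA lowered rho of the ATP synthase to 0.833 and the SD to 0.241. For G2 patterns in the 5′UTR, the log2 difference of -0.0621 became -0.148 for RPF relative to mRNA, ran from -0.189 to 0.0651 with each control replicate left out, and was 0.00841 and 0.117 in the second and the longest of 4 length classes. Overlapping matches gave 2197, 51527 and 2864 G2 patterns and 129 G3 patterns in CDSs. All annotated genes, a set added later, gave 39748 G2 and 144 G3 patterns in CDSs. The chloroplast share was 16.7 % in control and 14.8 % in heat as rpkm times length, and in heat 17.5 % with UTR reads and 17.1 % over the plastid total. All but the share with UTR reads were added later.

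Separate fits of mRNA or RPF with 1 control sample could not be made, and the fit over all 6 samples was not repeated with a sample left out. The gene counts therefore have no leave-one-out values. Groups by translational efficiency held no genes for the folding test. Fewer than 3 samples per group rule out a count of other splits. Depth limits the UTR results (a median of 9.00 RPF reads per 3′UTR in heat). For translational efficiency, 8.5 % of simulated changes of log2 2 were recovered, with mRNA and RPF simulated independently of each other.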

Differences from the paper's values

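Of 40 values compared with the paper's, 22 did not differ and 18 did. A count or share was taken to differ when one value was more than 1.5 times the other and the difference exceeded the SD between replicates or, where there are none, the confidence interval. Fold changes and correlations were taken to differ when the difference exceeded that error. The error leaves out the precision of values read by eye from figures. For correlations between control replicates and in heat it is an interval over genes, which are not independent. Small differences from a figure among the 18 may therefore reflect reading or rounding. Counts carry no error. A gap is called closed when the value no longer differs by this rule, which leaves room for sizeable differences.

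For genes downregulated in both mRNA and RPF the paper gives 54, against 2485 here. None of the alternatives set before the files arrived closed the gap, and the nearest was median centring with 310. For changes in mRNA only the paper gives 723 genes, against 1103 here. The value came within 1.5 times of the paper's with 2 rpkm required in all 6 samples (961), with median centring (531), with an adjusted p of 0.05 (850) and with one fit over all 6 samples (528), but not with the other pseudocounts, no filter, eBayes without trend or the z score. Nuclear genes only, chosen after seeing the values, gave 1073, which lies only just within 1.5 times of the paper's count and close to the main value. For genes upregulated in RPF only the paper gives 895, against 111, and no alternative closed the gap. Fig. 1b shows about 610 genes upregulated and about 110 downregulated in mRNA only, read by eye, against 185 and 918 here, and no alternative closed either gap. It shows about 260 downregulated in RPF only, read by eye, against 1510. Median centring, with 309, closed that gap and the other alternatives did not.

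The paper counts 55 genes with increased RPF in the 5′UTR and 82 in the 3′UTR, from 895 upregulated genes. Here the counts were 6 of 88 and 1 of 92 genes with UTR values. As a share of its list, the 5′UTR count lies close to the paper's and the 3′UTR count below it, so the comparison is one of raw counts. The rule of a log2 fold change of at least 1 against each control replicate hardly limits low read numbers. It gave 46 and 56 and closed both gaps in raw counts. Other pseudocounts and eBayes without trend did not, nor did groups formed after median centring, chosen after seeing the values (11 and 4). As shares of the 88 and 92 genes, 46 and 56 lie far above the paper's counts as shares of 895. For G3 quadruplexes in CDSs the paper gives 515, against 81. Overlapping matches gave 129 and did not close the gap, and neither did all annotated nuclear genes, chosen after seeing the values, with 144.

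The lower end of the paper's chloroplast share is 35 %, against 18.9 % in heat here. Counting UTR reads, set before the files arrived, did not close the gap. Nor did rpkm times length, the planned form, or the plastid total, chosen after seeing the values. In control the replicates had 27.3 % and 19.5 %, both below the paper's range. Their mean of 23.4 % lies only just within 1.5 times of its lower end and is not among the 18. Counting UTR reads gave 21.8 %, which differs. Of the other settings, rpkm times length (16.7 %), the planned form, differs. The plastid total (19.4 %) and replicate 2 alone (19.5 %), chosen after seeing the values, also differ, and replicate 1 alone (27.3 %) does not. The main value was itself settled after the totals were seen. The share of the larger total outside the nuclear scale was not run as an alternative. It counts more than plastid CDS reads, at 39.8 and 27.7 % in control RPF 1 and 2 and 25.2 % in heat RPF. By it, control replicate 1 lies within the paper's range, and heat lies within 1.5 times of 35 %.

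Additional file 1 prints Pearson's r as about 0.92 between control mRNA replicates, about 0.91 between control RPF replicates and about 0.89 between RPF and mRNA in heat, read by eye, against 0.928, 0.922 and 0.901. Additional file 2 shows about 0.77 for mRNA and about 0.79 for RPF between heat and control, read by eye, against 0.812 and 0.827. No alternative closed these gaps by this rule. A pseudocount of 0.1 gave 0.924 between control mRNA replicates, which rounds to the value in the figure.

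In Additional file 4 the mRNA log2 fold change is about 8.0 for HSFA2, about 8.9 for HSP70 and about 7.9 for HSP101, read by eye, against 6.80, 7.64 and 8.06. For HSP70, a pseudocount of 0.1 (7.68), median centring (8.15) and leaving out control replicate 1 (8.53) gave values that do not differ, while a pseudocount of 2 and leaving out control replicate 2 did not close the gap. For HSFA2 and HSP101 no alternative closed it by the SD between control replicates. A pseudocount of 2 gave 7.88 for HSP101, which rounds to the value in the figure.

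For the 6 ATP synthase subunits the control values of Fig. 5b did not differ from the means here. Read by eye, they are about 8000 rpkm for atpH, about 4200 for atpB, about 3600 for atpA, about 2500 for atpE, about 1800 for atpF and about 1000 for atpI. All 6 are nearer to control replicate 2 alone (7828, 4174, 3506, 2448, 1743 and 992 rpkm) than to the mean of both replicates.

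The paper states that the folding energy of genes downregulated in RPF only did not differ from that of the remaining genes, whereas here the difference was -0.251 (permutation test, p = 1e-05, the smallest that the resamples can give). Its sign is not settled, as median-centred groups, chosen after seeing the data, gave 0.311 (permutation test, p = 0.0011). In Fig. 1b genes with RPF changes only are mostly upregulated, and here 1510 of 1621 are downregulated. With median centring 265 were upregulated and 309 downregulated. Fig. 3d places a G2 quadruplex in the 5′UTR of At3g56090, and here the annotated 5′UTR of 51 nt held none on the transcript strand. The paper gives the alternative ORF of At1g76880 a length for which 0 open reading frames from an ATG were found here. The text lists atpA, atpE, atpI and atpH in one operon and atpB and atpF in the other, whereas in the annotation atpI, atpH, atpF and atpA are adjacent and atpB lies beside atpE.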

Other observations

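Most nuclear genes had lower values in heat, in mRNA (median log2 fold change -0.577) and in RPF (-0.768). Genes upregulated in both measurements held 2.05 % of the nuclear reads in the control samples of each kind, and 31.5 % in heat mRNA and 35.6 % in heat RPF. Per-million values of all other genes must fall when a few genes take such a share. The shift computed from these shares is -0.516 in mRNA and -0.605 in RPF, which is 0.894 and 0.787 of the observed median. The share of reads taken by induced genes may therefore account for most of the downward shift, and with it for a part of the genes called downregulated. Low counts were tested by keeping genes with at least 100 reads in every sample. The median then was -0.300 over 3958 genes in mRNA, or 0.520 of that over all genes, and -0.552 over 7588 genes in RPF, or 0.718 of it. The mRNA value lies only just above the limit of 0.5 that had been set. The filter includes the heat sample, so genes that fell in heat are more often removed and the median rises by selection. This test therefore cannot tell how far low counts contribute, and they are not excluded as a contributor. The limit for low counts was written beforehand, that for the share of reads after the result was seen. A true fall in the amount of most mRNAs cannot be separated from these without an external standard.

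More genes passed the threshold in RPF only (1621) than in mRNA only (1103), and RPF was sequenced more deeply. RPF reads were thinned at random to the mRNA depth 20 times. In 12 of the 20 draws the RPF only genes were fewer than the mRNA only genes, with medians of 1285.5 and 1418.5 genes over the draws, against 1671 and 1071 from the reads at full depth. The number of RPF only genes ran from 1051 to 1702 between draws. Depth could therefore explain the order of the groups, and the draws disagree too much to tell. The prediction was written beforehand. The first run used the nuclear CDS totals as the scale, which was corrected to the authors' scale after its result had been seen. With the first scale 13 of 20 draws gave the same order. That nearly all draws should point one way for a decision was set after the draws were seen to disagree.

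The control RPF replicates differed in their organelle reads. Mitochondrial genes were higher in replicate 1 by a median log2 ratio of 2.71 (26 of 28 genes) and plastid genes by 0.423 (49 of 73), while the mitochondrial mRNA ratio was -0.0630. RNA fragments not protected by ribosomes in replicate 1 are a candidate explanation, and 2 tests are in line with it. Across 14423 nuclear genes, the log2 ratio of the RPF replicates correlated with the log2 ratio of mRNA to RPF in heat with r = 0.215, above the limit of 0.1 written beforehand. Reads in 3′UTRs, where ribosomes are scarce, were 3.84 per 100 CDS reads in replicate 1 and 2.33 in replicate 2, a ratio of 1.65 (limit written after the values were seen), but they were also 3.36 in heat. A difference in the mRNA of the same plants was tested, and its share of the RPF difference was -0.0232 (written after). Isolation of organelles and batch were not tested. The control values of chloroplast translation rest on this pair.

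The genes with the largest increases in RPF, mostly small heat shock protein genes, were higher in control replicate 2 than in replicate 1. Among the top 15, this held for 12 genes in mRNA and 13 in RPF. Their summed reads were 200 and 501 in the control mRNA replicates against 381786 in heat, and 455 and 1560 in the control RPF replicates. Reads carried over from the heat samples could give this pattern. The excess of replicate 2 rose with the heat reads, with a Spearman rho of 0.931 in mRNA and 0.871 in RPF. Any cause that scales with expression in heat would give a high rho, so rho does not favour carry-over. In mRNA the excess had a median of 0.0794 % of the heat reads and ran from -0.354 to 0.159 %. In RPF the median was 0.0550 % and the range -0.0852 to 0.124 %. A mild stress of the control 2 plants would raise other heat-induced genes as well. Of the next 85 genes by RPF fold change, 55.3 % in mRNA and 38.8 % in RPF were higher in replicate 2, under the 75 % set as the limit. Highly induced genes could also respond first, so a weak response restricted to them is not excluded. Both predictions were written after the pattern was seen. HSP70 showed the reverse, with 554 reads in control mRNA replicate 1 and 160 in replicate 2. For fold changes of these genes the control mean matters, as ATHSP22.0 in RPF was 14.0 against replicate 1 and 10.1 against replicate 2 on the log2 scale.

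Genes with a G2 pattern in the 5′UTR had a lower change of RPF relative to mRNA than the genes without, by a mean log2 difference of -0.148 (permutation test, p = 1e-05, the smallest that the resamples can give). Longer 5′UTRs hold more patterns, so length was tested. Within 4 classes of 5′UTR length the differences were -0.169, -0.131, -0.117 and -0.0957, and their mean was 0.936 of the pooled difference over the same genes (-0.137), so length leaves most of it. This prediction was written before the values for RPF relative to mRNA were computed, but the values of RPF alone in the same classes had been seen. The difference depended on the control replicate, at -0.275 against replicate 1 and -0.0213 against replicate 2, a ratio of 0.0774 (limit written after). Variation between the control samples may therefore account for it.

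At3g56090 has no G2 pattern in its annotated 5′UTR on the transcript strand and 1 on the other strand. A search along the forward strand of the genome, whatever the strand of the gene, might place a pattern there. It gave 1785 patterns in 5′UTRs, against 1156 on the transcript strand and the paper's 975, and 1192 against 1567 in 3′UTRs, where the paper has 1479. The transcript strand is nearer in both, so this explanation is unlikely (prediction written beforehand).

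A search for other genes like At1g76880 was made among 10688 genes with 3′UTR and CDS values. In 104 of them the 3′UTR RPF rose in heat, against both controls, by more than 4 times the change of the CDS. Only 2 of them did so in mRNA too, and At1g76880 was not among these 2. Of the 104 genes, At1g76880 was the only one from the group upregulated in both. Its log2 excess in RPF over the CDS was 2.71 against the less favourable control. The control RPF values of its 3′UTR rest on very few reads, so the size of this excess is imprecise. Reads of an induced neighbouring gene are an unlikely cause, since 0.962 % of the 104 genes had such a neighbour, against 1.31 % of every 10th gene. Variation between samples was tested by comparing the control replicates by the same rule, without requiring both controls. This gave 329 and 661 genes, against 758 and 394 for heat over each control, so the larger control count is 1.15 times the mean of the heat counts, and the smaller one is also above the limit of 0.5 times. Such an excess may thus arise by variation alone in most of these genes. Both predictions were written beforehand.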
